# ABC Transporters in *Dictyostelium discoideum* Development

**DOI:** 10.1371/journal.pone.0070040

**Published:** 2013-08-14

**Authors:** Edward Roshan Miranda, Olga Zhuchenko, Marko Toplak, Balaji Santhanam, Blaz Zupan, Adam Kuspa, Gad Shaulsky

## Abstract

ATP-binding cassette (ABC) transporters can translocate a broad spectrum of molecules across the cell membrane including physiological cargo and toxins. ABC transporters are known for the role they play in resistance towards anticancer agents in chemotherapy of cancer patients. There are 68 ABC transporters annotated in the genome of the social amoeba *Dictyostelium discoideum*. We have characterized more than half of these ABC transporters through a systematic study of mutations in their genes. We have analyzed morphological and transcriptional phenotypes for these mutants during growth and development and found that most of the mutants exhibited rather subtle phenotypes. A few of the genes may share physiological functions, as reflected in their transcriptional phenotypes. Since most of the *abc*-transporter mutants showed subtle morphological phenotypes, we utilized these transcriptional phenotypes to identify genes that are important for development by looking for transcripts whose abundance was unperturbed in most of the mutants. We found a set of 668 genes that includes many validated *D. discoideum* developmental genes. We have also found that *abcG6* and *abcG18* may have potential roles in intercellular signaling during terminal differentiation of spores and stalks.

## Introduction

ABC-transporters belong to one of the largest superfamilies of transporters in cells of all kingdoms [1]. *abc* genes encode conserved multispan trans-membrane proteins that export cargo molecules while utilizing ATP hydrolysis. They participate in multiple pathways by exporting a wide variety of molecules, including lipids, peptides, amino acids, carbohydrates, ions, and xenobiotics [2]. ABC proteins can be found on multiple membranes, including the plasma membranes and membranes of intracellular compartments such as the Golgi, endosome, multi-vesicular bodies, endoplasmic reticulum, peroxisome, and mitochondria.

The *D. discoideum* genome contains 68 *abc* genes, which have been classified into 8 groups, *abcA* through *abcH*, based on their sequence and structural features [3], [4]. A fully functional ABC-transporter contains two nucleotide-binding domains and two 6-pass trans-membrane domains. The ABCA, ABCB, ABCD, and ABCG classes of transporters include a few half-transporters, which contain one nucleotide-binding domain and one 6-pass trans-membrane domain. Such half-transporters may form hetero- or homo-dimers that function as full transporters. ABC-transporters of the classes ABCE, ABCF, and ABCH, do not contain any predicted trans-membrane domains and hence may not function as transporters or may need to associate with other proteins to function as transporters [4]. There is currently no general functional classification of these genes because the majority of transporters has not been characterized genetically or functionally in any given organism.

Whole genome expression profiles, obtained by RNA-seq or microarrays, can be used as molecular phenotypes for genome-wide functional analysis [5]–[10]. Transcriptional phenotypes provide quantitative parameters that can be used to compare between mutants, identify networks of gene interactions, perform functional analysis of genes, and even analyze epistatic relationships [5]–[7]. Transcriptional response phenotypes are considered as higher resolution phenotypes than morphological phenotypes, especially where morphological phenotypes are less diverse and hence less informative [7]. RNA-seq has recently supplanted microarrays as the method of choice to obtain global transcriptional responses to environmental changes or mutations [6], [11]. The addition of multiplexing resulted in considerable reduction in cost [12], [13]. In this study we used transcriptional phenotyping with RNA-seq to infer functional similarities between different *abc* transporter mutants in *D. discoideum* and to identify genes that are important for development.

*D. discoideum* are social amoebae that grow as solitary cells when food is abundant and embark on multicellular development when food is scarce. Upon starvation, around 10^5^ cells aggregate through a process of chemotaxis to form a mobile structure called a slug, which ultimately becomes a fruiting body. The fruiting body is comprised of 80% spores that can germinate and propagate to the next generation, and 20% stalk cells, which die while supporting the spore cell mass [14]. *Dictyostelium* development involves multiple signaling molecules and many genes that process them [15], including the *abc* transporter genes *tagB*, *tagC* and *tagA* [16], [17].

In this study, we have obtained mutants for 35 of the *abc*-transporter genes in *D. discoideum* and characterized them based on their morphological and transcriptional phenotypes. We observed that most of the mutants exhibited subtle morphological phenotypes, but the higher resolution of their transcriptional phenotypes allowed us to group them into functional groups. We have also utilized the transcriptional phenotypes to identify genes that are important for *D. discoideum* development. We further show that *abcG6* and *abcG18* influence spore differentiation during the final stages of development.

## Materials and Methods

### Strain construction, growth and development

The *abc* transporter genes were mutated by homologous recombination in the parental strain AX4. We used two methods to construct the DNA vectors for mutating the genes: a) transposon mutagenesis [18] and b) direct cloning [16]. The vectors and the *Dictyostelium* strains are described in Table S1. We verified the insertion sites in each mutant by performing PCR on genomic DNA and also validated each strain by RNA-seq, testing that the insertion modified the expression of the respective *abc* gene in each case.

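The RNA-seq files list transcripts by dictyBase gene ID only. The gene names in Tables S5 to S8 gave an ID for 13 of the 35 mutated genes, and the other 22 were not analysed here. A gene named *abcG17-1* (DDB_G0273073) also has an ID, but it was not taken as the mutated gene *abcG17*. For each of the 13, log2(RPKM + 1) in the mutant was compared with that in the 8 wild-type samples by an exact permutation test within time points, with Benjamini-Hochberg adjustment over the 13 mutants. RPKM is the number of reads per kilobase of uniquely mapable exon length. It is scaled to the reads of the sample that mapped uniquely to polyadenylated gene models. The transcript of the mutated gene was changed at an adjusted p under 0.05 in 8 of the 13 mutants. It was lower in 2 of them. In *abcC8-* (gene DDB_G0284867) the mean log2 difference over the 4 time points was -2.05 (exact permutation p = 0.0015, the smallest this design allows, adjusted p = 0.0033). At 0 hours its abundance was 10.2 ± 3.6 RPKM (SD, n = 2) against 45.4 ± 2.0 RPKM (SD, n = 2) in the wild type. In *abcC3-* (DDB_G0287691, 7 mutant samples) the difference was -1.48 with the same exact p. In the mean over time points the transcript was higher in the other 6, by 1.24 to 3.26 on the log2 scale. These were *abcA3-*, *abcC13-*, *abcC2-*, *abcG16-*, *abcG18-* and *abcG5-*. The largest difference was in *abcG18-* (DDB_G0275687), where the 12-hour abundance was 133 ± 80 RPKM (SD, n = 2) against 2.88 ± 0.06 RPKM (SD, n = 2) in the wild type. In *abcG5-* (DDB_G0281391) both samples were above the wild type at 0, 6 and 12 hours. At 18 hours, the wild-type peak, both were below it (51.2 ± 13.1 RPKM against 67.8 ± 9.4 RPKM, SD, n = 2 each). The mean difference did not pass in *abcA4-*, *abcB1-*, *abcG10-*, *abcG2-* and *abcG6-*. Changes of opposite sign at different times cancel in that mean. In all of these but *abcA4-*, both mutant samples lay on one side of both wild-type samples at every time point, below at some and above at others. In *abcG10-* (DDB_G0292986) the abundance was 46.5 ± 1.8 RPKM at 0 hours against 231 ± 3 RPKM in the wild type (SD, n = 2 each), and above the wild type at the 3 later time points. The same held for *abcB1-* (DDB_G0293416), with 13.1 ± 0.6 RPKM at 0 hours against 33.7 ± 4.0 RPKM (SD, n = 2 each). In *abcG6-* (DDB_G0281389) the transcript was above the wild type at 0 and 6 hours and below it at 12 hours (26.1 ± 2.2 RPKM against 148 ± 28 RPKM, SD, n = 2 each) and 18 hours, and the mean difference was -0.127 (exact permutation p = 0.75). With edgeR's test and time point as a covariate 10 mutants passed, *abcG2-* (log2 fold change -0.42, edgeR adjusted p = 0.019) and *abcA4-* (-0.87, edgeR adjusted p = 0.044) in addition. Under a replicate block by the replicate number of the sample labels, 7 mutants passed, although replicates with the same number did not deviate together (median correlation of replicate differences between strains 0.0027 at 12 hours). Leaving out either replicate left no mutant past the threshold, since the smallest exact p was then 0.125. The paper used such a change in the transcript of the mutated gene to verify each strain.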

We grew all the strains in liquid suspension in HL5 medium supplemented with streptomycin (50 mg/mL) and penicillin (50 U/mL), shaking at 220 rpm at 22°C [19]. For scoring morphological phenotypes, we harvested the cells at the logarithmic growth phase by centrifugation and washed them once with KK2 buffer (16.3 mM KH_2_PO_4_, 3.7 mM K_2_HPO_4_, pH 6.2). We deposited 5×10^7^ cells onto a 5 cm nitrocellulose membrane placed on a pad saturated with 2 mL PDF buffer (9.2 mM K_2_HPO_4_, 13.2 mM KH_2_PO_4_, 20 mM KCl, 1.2 mM MgSO_4_, pH 6.5). We incubated the cells at 22°C in a dark humid chamber [19]. We recorded the developmental phenotypes at each time point as specified in the text. Terminal phenotypes were recorded 48 hours after the initiation of development.

### Sporulation efficiency

We grew and developed 2.5×10^7^ cells on a 5 cm nitrocellulose membrane as described above. We harvested the entire population after 48 hours into a 50 mL falcon test tube containing 10 mL of KK2 buffer, 10 mM EDTA, and 0.1% NP40. We passed the cell suspension 10 times through an 18G syringe needle and counted the spores under a microscope. To test whether sporulation defects were cell autonomous, we mixed mutant and GFP-labeled wild-type cells at equal proportions and developed them together as above. After 48 hours of development, we counted the visible non-fluorescent spores (mutant) and green-fluorescent spores (wild type) as described [20]. Briefly, green fluorescence was normalized to the number of GFP-labeled wild-type spores that were fluorescent when developed in a pure population (usually greater than 90%) and in a 1∶1 mix with unlabeled wild-type cells. Each experiment was repeated twice unless otherwise indicated. Average values or actual values are presented in Table 1.

**Table 1:** Morphological phenotypes, sporulation efficiencies and sorting preferences of all the *abc* mutant strains during development.

Mutant	Doubling time (h)	Morphological phenotype					Terminal phenotype	Sporulation efficiency (%)	Sorting preference in chimera with WT	Devel. category
		0 h	6 h	12 h	18 h	24 h				
A3	9.0	VEG^a^	RIP	LAG, MND	MND, FNG, SLG	MND, FNG, FBS	MND, FNG, GNR	73±2.0	none	Normal
A4	8.9	VEG	RIP	TAG, MTAG	TAG, MFNG, SLG	MND, FNG, ECUL, FBS	GNR, FBS	91±4.0	none	Normal
A5	10.3	VEG	RIP	MND	FNG, SLG, MND	FBS, ASN	ASN	32±6.7	prestalk (pstO)	Normal
A6	11.5	VEG	RIP	TAG, MTAG	MFNG, SLG, MXH	SFBS	SFBS	ND	ND	Normal
A7	10.2	VEG	RIP	TAG	FNG, MXH	FBS, ASN	ASN	50, 70	prespore	Normal
A9	8.5	VEG	RIP	TAG, MTAG	FNG, MFNG, SLG	FBS, ASN	FBS, GNR	45, 60	none	Normal
A10	11.4	VEG	RIP	MND, TAG	MFNG, SLG	FNG, SLG, ECUL, ASN	FBS, ASN	53, 55	prestalk (pstA)	Normal
A11	7.7	VEG	RIP	LAG, MND	ECUL, FNG, SLG, MXH	FNG, SLG, FBS, ASN	FBS	58, 78	prestalk (pstO)	Normal
B1	7.2	VEG	RIP	TAG	TAG, SLG, ECUL, MXH	ECUL	LFB	93±8.6	prestalk (pstO)	Normal
B4	8.4	VEG	RIP	TAG	ECUL, MXH, FNG	FBS, MFBS	EFB, MFNG	38, 48	prestalk (pstO)	Normal
B5	15.3	VEG	RIP	TAG, FNG	SLG, FNG	ECUL	LFB	82, 117	prestalk (pstO)	Normal
C2	11.4	VEG	LAG	MTAG	MFNG	MFBS, MFNG	MFBS, ASN, LFB	79±3.1	prestalk (pstO)	Normal
C3	11.8	VEG	RIP	MTAG, TAG	MFNG, FNG, MXH	SLG	LFB	53, 80	prespore	Normal
C6	10.0	VEG	RIP	LAG, TAG	SLG, FNG	FBS, ECUL, MND	ASN, LFB	ND	ND	Normal
C8	18.9	VEG	RIP	LAG	MFNG, FNG	MFBS	MFBS	80±1.6	prespore	Normal
C12	11.0	VEG	RIP	TAG	ECUL, FNG	EFB	FBS	66, 81	prestalk (pstA)	Normal
C13	9.9	VEG	RIP	TAG, MTAG	TAG, FNG, SLG, ECUL	ECUL	LFB, ASN	50, 51	prestalk (pstO)	Normal
C14	8.4	VEG	RIP	TAG, MTAG	FNG, MXH, SLG	SFBS, ASN	SFB, ASN	38, 50	prestalk	Normal
D2	11.2	VEG	RIP	MND	FNG	SFBS	SFBS	90, 97	prestalk (pstO)	Normal
F1	7.0	VEG	RIP	TAG	TAG, SLG, ECUL	ECUL, ASN	ASN, LFB	80±6.0	prestalk	Normal
F2	8.3	VEG	RIP	MND	TAG, FNG	ECUL	FBS	37, 47	none	Delayed
F4	7.3	VEG	RIP	TAG, MTAG	FNG, SLG, MFNG, ECUL	ECUL, FBS, ASN	FBS, ASN, GNR	65, 85	prestalk (pstO)	Normal
H2	9.7	VEG	RIP	MTAG	MFNG	FNG, ECUL, LCUL	FBS	0, 0	ND	Normal
G2	10.8	VEG	RIP	LAG, STR	TAG, FNG	ECUL, SFBS	SFBS	50, 88	prestalk (pstA)	Delayed
G5	9.9	VEG	RIP	TAG, FNG	SLG	ECUL	LFB	73±4.3	prestalk (pstO)	Normal
G6	8.4	VEG	RIP	TAG, MTAG	FNG, SLG, MFNG	FBS	FBS	58±12.6	none	Normal
G7	10.4	VEG	RIP	LAG, MND	TAG, FNG	ECUL, SFBS	SFBS	13, 25	prestalk (pstO)	Delayed
G10	9.1	VEG	RIP	STR, RIP	TAG, FNG	ECUL, LCUL, SFBS	SFB	10, 50	prestalk	Delayed
G15	8.4	VEG	RIP	TAG	FNG, SLG, TAG	FBS, MXH	ASN	32, 40	prespore	Normal
G16	11.5	VEG	RIP	TAG	FNG, SLG, MXH	SLG, MXH	LFB	66, 110	none	Normal
G17	9.7	VEG	RIP	TAG	SLG, MXH	SFBS	SFB	19±2.2	prestalk	Normal
G18	8.3	VEG	RIP	MND, LAG	TAG, FNG	MFBS	MFNG	80±8.1	prestalk	Normal
G19	8.0	VEG	RIP	RIP	RIP	RIP	SFBS	ND	prestalk	No development
G22	9.3	VEG	RIP	STR, RIP	TAG, FNG	TAG, SLG, ECUL, FBS, ASN,	FBS, GLR, ASN	19, 28	none	Delayed
G24	8.5	VEG	RIP	TAG	TAG	FNGS, ECUL	LFB	6, 18	prestalk	Normal
WT	8.0	VEG	RIP	TAG	SLG	FBS	FBS	113±5.0		

a Abbreviations: ASN = asynchronous; CUD = culmination defective; ECUL =  Early culminants; EFB = early fruiting bodies; FBS = fruiting bodies; FNG = fingers; LAG = loose aggregate; LCUL = late culminants; LFB = late fruiting bodies; MFBS = Multiple fruiting bodies from a single base; MFNG = Multiple fingers; MND = mounds; MTAG = Multi tipped aggregate; MXH = Mexican hats; RIP = Ripples; SFBS = small fruiting body; SLG = Slugs; STR = streams; TAG = tipped aggregate; VEG = Vegetative; ND: not determined. The morphologies expected during wild type development are provided in Table 2.

### Transcriptional responses of *abc* genes

To determine the transcriptional response of *abc* genes to various treatments at the vegetative stage, we grew wild-type cells in 5 mL of shaking culture in the presence of 5 mM cAMP, 100 nM DIF, or 10 µM Cisplatin in HL5 medium for 16 hours. We extracted RNA and prepared cDNA using the Cell-to-cDNA II kit (Ambion, TX, USA) according to manufacturer's recommended protocol. We determined the abundance of each *abc* transporter transcript by quantitative RT-PCR using oligonucleotides specific to each *abc* transporter gene (Table S2). Treated samples were compared to untreated samples; we considered transcripts that exhibited a twofold change between the treated and untreated samples as differentially responsive. To determine the transcriptional response of *abc* genes to various treatments during development, we developed 1×10^7^ cells on 5 cm petri dishes containing 1.5% agar in KK2 buffer supplemented with 5 mM cAMP or 100 nM DIF-1. We prepared cDNA from cells at the slug stage (around 20 hours of development) and performed quantitative RT-PCR using *abc*-gene-specific oligonucleotides.

### Sorting assays

To determine the position of the mutant cells in chimeric slugs, we mixed unlabeled mutant cells and GFP-labeled wild-type cells [21] at equal proportions (1∶1) and developed them together as above on 5 cm petri dishes containing 1.5% agar in KK2 buffer. We recorded the positions of the mutant cells in the slugs by fluorescence microscopy at around 20 hours of development.

### RNA purification and cDNA synthesis

RNA purification and cDNA synthesis were performed as described [22]. Briefly, we developed 5×10^7^ cells on a 5 cm nitrocellulose membrane as described above for the number of hours specified in the text. At each time point, we harvested the cells directly into 1 mL of Trizol® (life technologies, CA, USA) and extracted total RNA according to the manufacturer's recommended protocol. We performed two rounds of poly-A selection and fragmented 100 ng of the resulting mRNA into approximately 200 bases fragments. We prepared cDNA and the second strand as described before [6], [22].

### Illumina multiplexed library preparation for sequencing

We prepared Illumina multiplexed libraries as described [22]. We prepared 24 individual libraries separately (one from each sample) and added a unique barcode to each library at the final step of PCR amplification. We pooled equal amounts of DNA from each library and sequenced one pool per lane of a flow cell on an Illumina Genome Analyzer II using the manufacturer's recommended pipeline (versions 1.2 and 1.3, read length = 50 bases). The resulting FASTQ files were mapped using the short-read alignment software bowtie (version 0.12.7) allowing 2 mismatches. Mapping was performed as described [22]. The RNA-seq data are available at the NCBI GEO database, under accession number GSE45555 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=xbuzhssekieyyxm&acc=GSE45555. Access to individual datasets and a complete list of the RNA-seq data are available in Table S3. We define the raw abundance level of a transcript as the sum of all the reads that uniquely map to that transcript. In order to compare transcript abundance between different samples, we normalized the raw abundance values to account for differences in the total number of mapable reads obtained with each RNA-seq run and differences in mapable gene length as described [22]. Briefly, we computed Exp_RPKM_ for every gene in the genome as the number of raw reads scaled per kilobase of the uniquely mapable length of exons per million uniquely mapped reads for the polyadenylated gene models in the experiment.
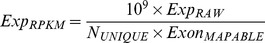
Where:

Exp_RAW_ = the number of raw reads for the gene

Exon_MAPPABLE_ = uniquely mapable length of the exons of the gene (nucleotides)

N_UNIQUE_ = total number of all uniquely mapped reads to polyadenylated gene models in the experiment

We used the Exp_RPKM_ values for all of the analyses, unless otherwise specified.

### Multidimensional scaling (MDS)

We computed the mean values of the transcript abundance for each gene at each time point and computed the distances between the transcriptional profiles of the different strains as 1 – Spearman's rank correlation coefficient. Multidimensional scaling (MDS), as implemented in Orange [23], was used to present the distances between all the *abc* mutants and the wild type.

### Differentially-expressed genes

We carried out differential expression analysis using the baySeq Bioconductor R package (http://www.bioconductor.org/packages/2.11/bioc/html/baySeq.html) [24]. First, we categorized the mutants as described in the text. We then used baySeq to compare genes in each category to the wild type in order to obtain a set of genes that were not differentially expressed (NDE) and a set of genes that were differentially expressed (DE). baySeq was parameterized using a bootstrap value of 3 and a convergence value of 1e-5 and two models were defined, NDE and DE. Genes with an FDR <0.005 and a Likelihood >0.90 were considered NDE.

## Results and Discussion

### *abc*-transporter mutants show robust developmental phenotypes compared to the wild type

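Polyadenylated RNA from 36 strains, the wild type AX4 and 35 insertional *abc* mutants, was sequenced at 0, 6, 12 and 18 hours of development, and 282 samples were analysed here. They make up 144 combinations of strain and time point, of which 138 have 2 replicates and 6 have 1. The single samples are those of *abcC14-* at 0 and 18 hours, *abcC3-* at 0 hours, *abcD2-* at 0 hours, and *abcG17-* and *abcG24-* at 6 hours. According to the paper the reads were 50 bases long and were mapped with bowtie 0.12.7, and 24 barcoded libraries shared a lane. The authors deposited, for each sample, the raw count of every gene and its RPKM value, which the paper used unless it says otherwise. The files list 12869 genes, 433 of which were never counted. The counts of a sample summed to between 236242 and 6566388, with a median of 3418220. The median total was 3884454 in the 8 wild-type samples (3615132 to 4119239), 3350759 in the 226 samples of the 29 mutants with normal development, 3310772 in the 40 samples of the 5 delayed mutants and 3914335 in the 8 samples of *abcG19-*. The smallest library was a sample of *abcC6-* at 18 hours. The 10 most abundant transcripts took a median of 6.9% of a sample's counts and at most 14.3%. No pair of replicates differed by sampling noise alone. The chi-square of their counts per degree of freedom was between 1.6 and 203 over the 138 pairs, with a median of 9.2, so that each sample was counted as a replicate of its own.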

We obtained transcriptional profiles for 35 *abc*-transporter mutant strains and for the laboratory wild-type AX4 strain in two biological replicates at four different time points during development. We developed the cells and collected RNA at 0-, 6-, 12- and 18-hours of development. We subjected the samples to RNA sequencing (RNA-seq), computed the distances between the transcriptional profiles and used multidimensional scaling (MDS) to visualize them in two dimensions (Figure 1). 

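The distances were computed as the paper describes. The RPKM values of the replicates were averaged for each gene and time point, and the distance between strains was 1 minus Spearman's rank correlation over all 12869 genes, at one time point or over the 4 time points joined together. A distance of 0 means the same ranking of transcripts. The measure takes no account of the depth of a sample, and low transcripts carry as much weight in it as abundant ones. For the scatter between biological replicates, the same distance was computed between the replicates of each strain, which are single samples, not averages. Its median was 0.026 at 0 hours (32 strains), 0.032 at 6 hours (33 strains), 0.029 at 12 hours (35 strains) and 0.027 at 18 hours (34 strains), counting mutants only. The largest distance between replicates of a mutant was 0.075 at 0 hours, 0.148 at 6 hours, 0.121 at 12 hours and 0.186 at 18 hours. The replicates of the wild type were 0.021, 0.031, 0.022 and 0.023 apart at the 4 time points. Other ways of computing the distances were compared with this one, namely with genes of a mean RPKM of at least 1, with 1 minus Pearson's correlation of log2(RPKM + 1), with counts thinned at random to the smallest library, and with each replicate left out.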

We surmise that close similarities in mutant transcriptomes suggest that the mutated genes have common physiological functions [7]. We also monitored the morphological phenotypes and sporulation efficiencies of all the strains during development and measured the transcript abundance of all the *abc*-transporter genes in wild-type cells under various conditions. Loss of one of the *abc* genes (*abcG19*) resulted in a severe delay in morphogenesis. Mutations in 4 other *abc* genes (*abcF2, abcG2, abcG7, and abcG10*) resulted in a delay in forming tipped aggregates. Mutations in 12 *abc* genes reduced the efficiency of sporulation to less than half that of the wild type. These results are summarized in Table S4 and Table S5.

**Figure 1:**
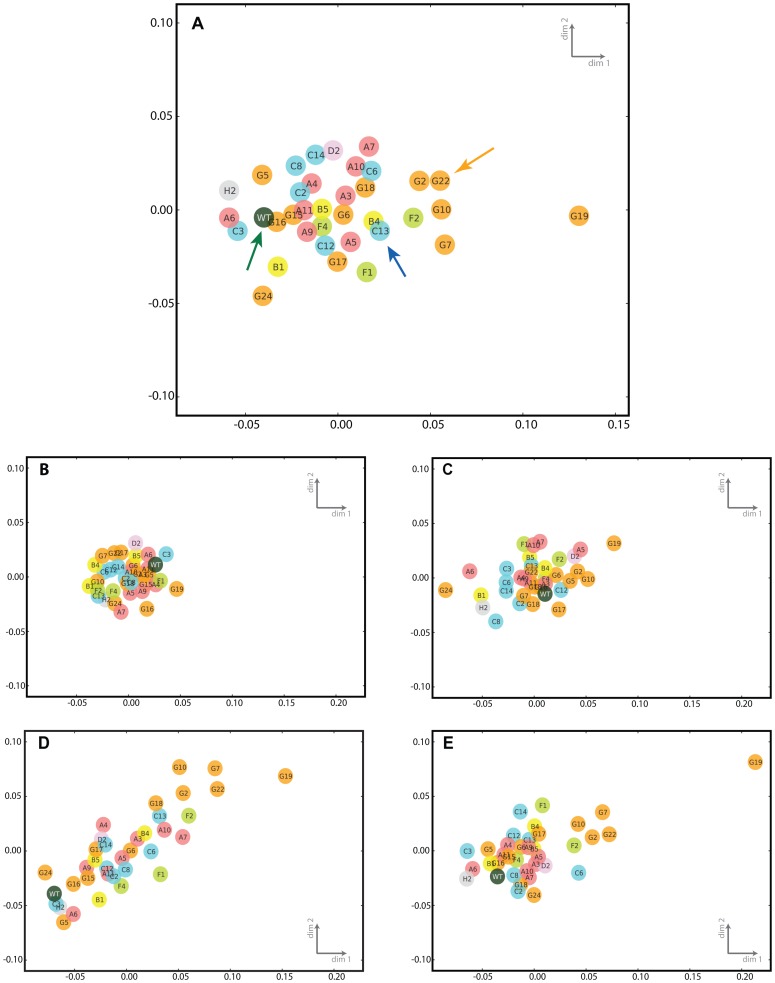
Transcriptional phenotypes of *abc*-transporter mutants. We determined the transcriptional phenotypes of the wild-type AX4 strain (WT) and 35 *abc*-transporter mutant strains at 0-, 6-, 12- and 18-hours of development. The relations between the transcriptional phenotypes are illustrated using multidimensional scaling, where the strains appear close together if their phenotype distance is small, or appear apart from each other if the phenotype distance is large. We constructed multidimensional scaling plots by considering transcriptional profiles for all the time points together where transcriptional profiles of each mutant at 0-, 6-, 12- and 18-hours were concatenated prior to distance computation (A) and for individual time points, 0-hours (B), 6-hours (C), 12-hours (D), and 18-hours (E). The axes are dimensionless. Each circle represents a strain, with an abbreviated strain name inside (e.g. G19 stands for *abcG19* ^−^). The colors indicate classes of ABC transporters. Arrows point to specific strains that are similar: tan – mutants showing delayed development, blue – *abcB4^−^ and abcC13^−^*, green – wild type.

We observed that most of the mutants showed similar transcription profiles to the wild type, except for the *abcG19^−^* mutant profile that was separated from the rest (Figure 1A). 

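Over the 4 time points joined together, *abcG19-* lay 0.170 from the wild type, the largest distance of the 35 mutants. That was 3.68 times the median distance of the other mutants. The next largest distances were those of the 5 delayed mutants, *abcG7-* (0.101), *abcG22-* (0.095), *abcG10-* (0.091), *abcF2-* (0.081) and *abcG2-* (0.079). The 29 mutants with normal development lay between 0.023 (*abcG16-*) and 0.064 (*abcA7-*) from the wild type. The mean distance of the wild type to these 29 mutants was 0.0445, and it ranked 17 from the largest among the 30 strains, near the median of 0.0455. The total counts of *abcG19-* were between 3187591 and 5029696 per sample. Thinning every library to the smallest one moved the ratio most, to 2.05. From the distances the paper concludes that most mutants resemble the wild type in their transcription profiles and that *abcG19-* is separated from them.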

The *abcG19^−^* cells do not aggregate until 24 hours of development and form tiny fruiting bodies after 48 hours, suggesting that the transcriptional profile provides a valid reflection of the developmental process. In fact, the *abcG19^−^* profile became exceedingly different from the wild type over the course of development (Figure 1B–E), consistent with its attenuated development.

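The distance of *abcG19-* to the wild type was 0.049 at 0 hours, 0.078 at 6 hours, 0.274 at 12 hours and 0.298 at 18 hours. It ranked 9 from the largest among the 35 mutants at 0 hours, 2 at 6 hours and 1 at 12 and 18 hours. Relative to the median distance of the other mutants it was 1.42, 2.11, 4.33 and 8.06 times as large at the successive time points. At 18 hours every distance between a replicate of *abcG19-* and a replicate of the wild type was at least 0.283, whereas the replicates of any mutant were at most 0.186 apart. At 0 hours the distance was within the range seen between replicates, whose largest value was 0.075. In the comparison of counts with the wild type by edgeR's quasi-likelihood test, 5214 of 9766 tested genes changed at 18 hours (Benjamini-Hochberg adjusted p under 0.005, n = 2 against 2). The transcript of *rsc12* (DDB_G0277871) had the largest change among the genes past this threshold whose 2 mutant samples both lay on the same side of both wild-type samples, with a log2 fold change of -13.7 (standard error 0.89, adjusted p = 4.4e-05 from edgeR). It stood at 0.13 ± 0.04 RPKM (SD, n = 2) in *abcG19-* and 1341 ± 838 RPKM (SD, n = 2) in the wild type. After thinning to the smallest library, the ratio at 18 hours fell to 3.34, still the highest of the time points. The paper reads the growing distance as the transcriptional counterpart of the attenuated development of *abcG19-*.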

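At 0 hours the distance of the 35 mutants to the wild type was between 0.019 (*abcA11-*) and 0.058 (*abcF2-*), with a median of 0.034. The median distance between replicates of a mutant was 0.026, and 29 of the 35 mutants lay farther than that from the wild type. None exceeded the largest distance between replicates, 0.075. For 1 mutant all distances between its replicates and those of the wild type were above the 95th percentile of the distances between replicates (0.064). With all samples of the 29 normally developing mutants as one group, 1 of 9433 genes was differentially expressed against the wild type (55 against 2 samples, edgeR's quasi-likelihood test, adjusted p under 0.005), and 0 genes were with DESeq2. The same pooled fit found only 2 genes at 12 hours, where *abcG18-* alone had 3649. Its low number at 0 hours therefore does not show that the mutants were like the wild type. The doubling times of Table 1 were compared with the 0-hour distance across the 35 mutants. Pearson's r was -0.213 (permutation p = 0.22, adjusted p = 0.24 over the 2 relations computed) and Spearman's rho -0.197 (permutation p = 0.25, adjusted p = 0.25). Without the 2 mutants of the most extreme doubling times, r was -0.199 (permutation p = 0.26) and rho -0.185 (permutation p = 0.30). The lane of each library is not in the labels, so that no values within lanes could be given. Raising the threshold to an adjusted p under 0.05 moved the number of differentially expressed genes most, to 4. The paper relates the similarity at 0 hours to growth rates that vary little.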

All the mutants exhibited transcriptional profiles that were very similar to the wild type at 0-hours (Figure 1B), which is consistent with the observation that their growth rates do not vary significantly (Table 1). 

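The median distance of the 35 mutants to the wild type was 0.038 at 6 hours (range 0.019 to 0.089) and 0.063 at 12 hours (0.018 to 0.274), after 0.034 at 0 hours. From 0 to 6 hours the median change per mutant was 0.0028, with a larger distance in 20 of 35 mutants (sign-flip permutation test, p = 0.47). From 6 to 12 hours it was 0.0232, with a larger distance in 27 of 35 mutants (permutation p = 0.0017), and from 0 to 12 hours 0.0297, with a larger distance in 30 of 35 (permutation p = 2e-05). All comparisons share the same 2 wild-type samples per time point. At 6 hours 3 mutants, and at 12 hours 16 mutants, had all distances between their replicates and those of the wild type above the 95th percentile of the distances between replicates (0.069 and 0.065). At 12 hours 10 mutants were farther from the wild type than any pair of mutant replicates (0.121). The distance was largest at 12 hours in 26 of the 35 mutants, at 6 hours in 6, at 18 hours in 2 and at 0 hours in 1. The median distance between pairs of mutants, which does not involve the wild type and was not tested, was 0.0361 at 0 hours, 0.0434 at 6 hours, 0.0614 at 12 hours and 0.0444 at 18 hours. The median total count per sample of the normally developing mutants was 3348871 at 6 hours and 3253982 at 12 hours. Restricting the genes to those of a mean RPKM of at least 1 moved the differences most, to 0.0450 from 6 to 12 hours and 0.0546 from 0 to 12 hours. The paper describes the course as a similarity reduced at 6 hours and a greater dispersion at 12 hours.

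**Figure D1:**
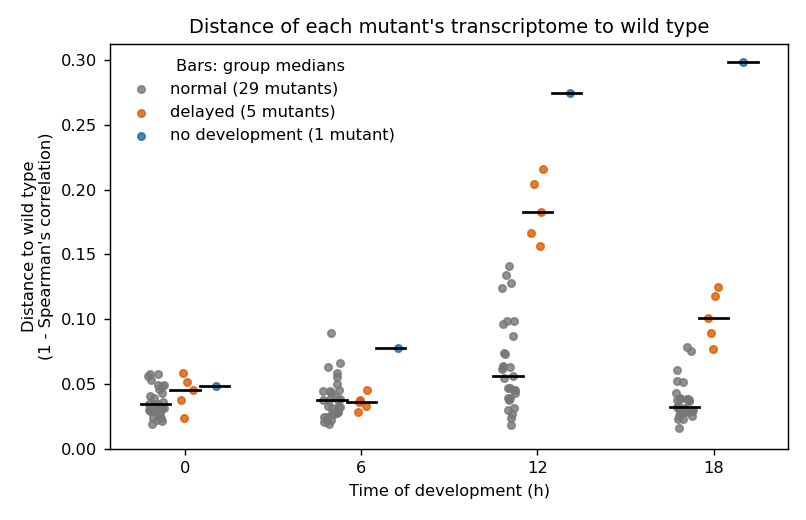
Distance to the wild type (1 minus Spearman's rank correlation, vertical axis) of each of the 35 mutants at 0, 6, 12 and 18 hours of development (horizontal axis). Points are mutants, coloured by developmental category, and horizontal bars are medians of each category. The median over all 35 mutants, which is not drawn, rises from 0.034 at 0 hours to 0.063 at 12 hours and is 0.037 at 18 hours. *abcG19-* reaches 0.298 at 18 hours.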

As development progressed to 6-hours (Figure 1C), the similarity was reduced and an even greater dispersion was observed at 12-hours (Figure 1D). The transcriptional patterns became more similar to the wild type again at 18-hours of development (Figure 1E). 

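At 18 hours the median distance to the wild type was 0.037 (range 0.016 to 0.298), and without *abcG19-* the largest was 0.124. The distance at 12 hours exceeded that at 18 hours by a median of 0.0221, in 32 of the 35 mutants (sign-flip permutation test, p = 9e-05). The distance at 18 hours was larger than at 0 hours in 23 of 35 mutants, by a median of 0.0039 (permutation p = 0.076). All distances between the replicates of a mutant and those of the wild type lay above the 95th percentile of distances between replicates (0.071) in 6 mutants, against 16 at 12 hours. The largest distance between replicates, 0.186, was that of *abcC6-* at this time point, one of whose libraries held 236242 counts. With all libraries thinned to that size, the difference between 12 and 18 hours was 0.0120 (permutation p = 0.011). Restricting the genes to those of a mean RPKM of at least 1 moved it most, to 0.0387. The paper describes this as a return toward the wild type.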

However, we did not observe any clear trends in the dispersion of the morphological phenotypes as a function of time. This observation is consistent with the notion that the resolution obtained with transcriptional profiling is higher than the resolution of morphological phenotyping. The variation seen in the 12-hour time point might reflect greater asynchrony between the cells in the population at that time, but we do not have other data that could further validate that hypothesis. The *abc* genes have been classified according to their predicted amino acid sequences and predicted structures [4]. We colored the symbols in Figure 1 according to that classification, but we did not observe any class dependent similarities among the *abc*-transporter mutants.

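The 35 mutants are grouped by class in the paper's naming, with 8 in class abcA, 3 in abcB, 7 in abcC, 1 in abcD, 3 in abcF, 12 in abcG and 1 in abcH. Over the time points joined together, the mean distance between mutants of the same class was 0.0582 (121 pairs) and between mutants of different classes 0.0550 (474 pairs). The difference of 0.0032 was within what permuting the class labels over the mutants gave (permutation p = 0.44). Within single classes the mean distance between pairs of mutants was 0.042 in abcA, 0.044 in abcB, 0.046 in abcC, 0.054 in abcF and 0.070 in abcG. Class abcG holds *abcG19-* and most of the delayed mutants. Leaving out replicate 1 moved the difference most, to 0.00082 (permutation p = 0.84). The paper states that no class dependent similarities were seen.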

These results support the idea that the transcriptional profiles provide a faithful representation of the mutant phenotypes and suggest that the differences observed between the mutants are informative. Moreover, it is curious that mutations in more than half of the *abc*-transporter genes in *D. discoideum* have such small effects on growth and development.

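The 5 mutants *abcF2-*, *abcG2-*, *abcG7-*, *abcG10-* and *abcG22-* were those that Table 1 lists as delayed. Over the time points joined together, their mean distance to each other was 0.0374, their mean distance to the wild type 0.0895 and their mean distance to the normally developing mutants 0.0675. The normally developing mutants were on average 0.0453 apart. The mean distance within the group was below that over all pairs of mutants without *abcG19-* by a difference of -0.0135, a value that groups of 5 mutants drawn at random reached with permutation p = 0.10. The distances to the wild type of the 5 mutants, 0.079 to 0.101, ranked 2 to 6 from the largest of the 35. With 1 minus Pearson's correlation of log2(RPKM + 1) the difference was -0.0158 (permutation p = 0.056), and with genes of a mean RPKM of at least 1 it moved most, to -0.0234 (permutation p = 0.064). Total counts of the 40 samples were between 1497755 and 5259113. From Figure 1A the paper takes these mutants as a group that is similar within itself and distant from the wild type.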

A group of mutants that were similar to each other and were distant from the wild type includes *abcF2^−^*, *abcG2^−^*, *abcG7^−^*, *abcG10^−^* and *abcG22^−^* (tan arrow, Figure 1A). 

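At 0 hours the delayed mutants lay 0.0433 ± 0.0133 (SD, n = 5 mutants) from the wild type and the normally developing mutants 0.0365 ± 0.0114 (SD, n = 29). The difference of 0.0068 was not past what permuting the labels of delayed and normal mutants gave (permutation test, p = 0.24). The 5 mutants ranged from 0.024 (*abcG2-*) to 0.058 (*abcF2-*), the latter being the largest distance of any mutant at 0 hours. The setting that moved the difference most was the restriction to genes of a mean RPKM of at least 1, which gave 0.0107 (permutation p = 0.25). The paper dates the divergence of these mutants to after the beginning of development.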

This divergence from AX4 is not evident at the beginning of development (Figure 1B). It begins to appear at 6-hours (Figure 1C) and becomes more evident at 12- and 18-hours of development (Figure 1D and E, respectively). 

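At 6 hours the distance to the wild type was 0.0361 ± 0.0064 (SD, n = 5 mutants) in the delayed group and 0.0388 ± 0.0160 (SD, n = 29) in the normally developing mutants, a difference of -0.0028 (permutation test, p = 0.71). At 12 hours the values were 0.185 ± 0.025 and 0.065 ± 0.035, a difference of 0.120 with n = 5 and 29 (permutation p = 2e-05). At 18 hours they were 0.102 ± 0.020 and 0.037 ± 0.015, a difference of 0.065 with the same n (permutation p = 2e-05). All 5 delayed mutants were between 0.156 and 0.215 at 12 hours, beyond the largest distance between replicates of a mutant (0.121). Against the 2 wild-type samples, 1 gene was differentially expressed in the 10 samples of the group at 6 hours, 3982 at 12 hours and 3262 at 18 hours (edgeR's quasi-likelihood test, adjusted p under 0.005). Only the 6-hour difference in distance changed sign with the processing, and was 0.0064 without replicate 1 and -0.0095 without replicate 2 (permutation p = 0.31 and 0.32). The later differences moved more in size, to 0.190 at 12 hours and 0.110 at 18 hours with genes of a mean RPKM of at least 1. The paper places the start of the divergence of these mutants at 6 hours and finds it more evident later.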

Examination of the morphological phenotypes revealed that these mutants were delayed during later stages of development (Table 1 and Table 2). These results further suggest that the changes in developmental phenotypes are reflected in the transcriptional phenotypes. It is interesting that although 5 of 6 mutants that display delayed developmental phenotypes belong to the *abcG* class, they do not show other phenotypic similarities, suggesting that they do not have common functions.

**Table 2:** Morphological phenotypes during wild type development.

Time (h)	0	6	8	10	14	16	18	20	22	24
WT morphology	VEG	RIP	STR	LAG	TAG	FNG	SLG	MXH	EFB	FBS
Alternative morphology								CUL		

Abbreviations: VEG = Vegetative; RIP = Ripples; STR = streams; LAG = loose aggregate; TAG = tipped aggregate; FNG = fingers; SLG = Slugs; MXH = Mexican hats; CUL = culminant; EFB = early fruiting bodies; FBS = fruiting bodies.

Other similarities in the transcription profiles of the mutants were also correlated to morphological or other phenotypes (Table 1 and Table S4). 

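Over the time points joined together, *abcB4-* and *abcC13-* lay 0.0229 apart, against a median of 0.0474 over all 595 pairs of mutants. Theirs was the rank 4 distance from the smallest, so that 0.67% of pairs were as close or closer, and each was the nearest mutant to the other. At single time points the distance was 0.021 at 0 hours (rank 15), 0.024 at 6 hours (rank 21), 0.025 at 12 hours (rank 18) and 0.020 at 18 hours (rank 13). The median distance between replicates of a mutant was 0.026 to 0.032. It is between single samples, whereas the distance of this pair is between means over replicates, so they are not directly comparable. The 8 samples of *abcB4-* held 2358673 to 6566388 counts and the 8 of *abcC13-* 2435292 to 5741037. With counts thinned to the smallest library the pair ranked 22, which was the largest shift. The paper relates the similarity of these mutants to their asynchronous development, sporulation efficiencies and sorting.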

Mutants *abcB4^−^ and abcC13^−^* (blue arrow, Figure 1A) displayed asynchronous development with similar levels of sporulation efficiency. In chimeric organisms, both mutant strains preferentially sorted to the prestalk area and formed most of the pstO cells when co-developed in a mix with GFP-labeled wild-type cells (Figure 2), although the sorting phenotype of the *abcC13^−^* strain was less penetrant and was observed in fewer than half of the slugs whereas the sorting phenotype of the *abcB4^−^* strain was observed in most of the chimeric slugs. Examination of the morphological phenotypes alone (Table 1) would have not revealed the similarities between *abcB4^−^ and abcC13^−^*.

**Figure 2:**
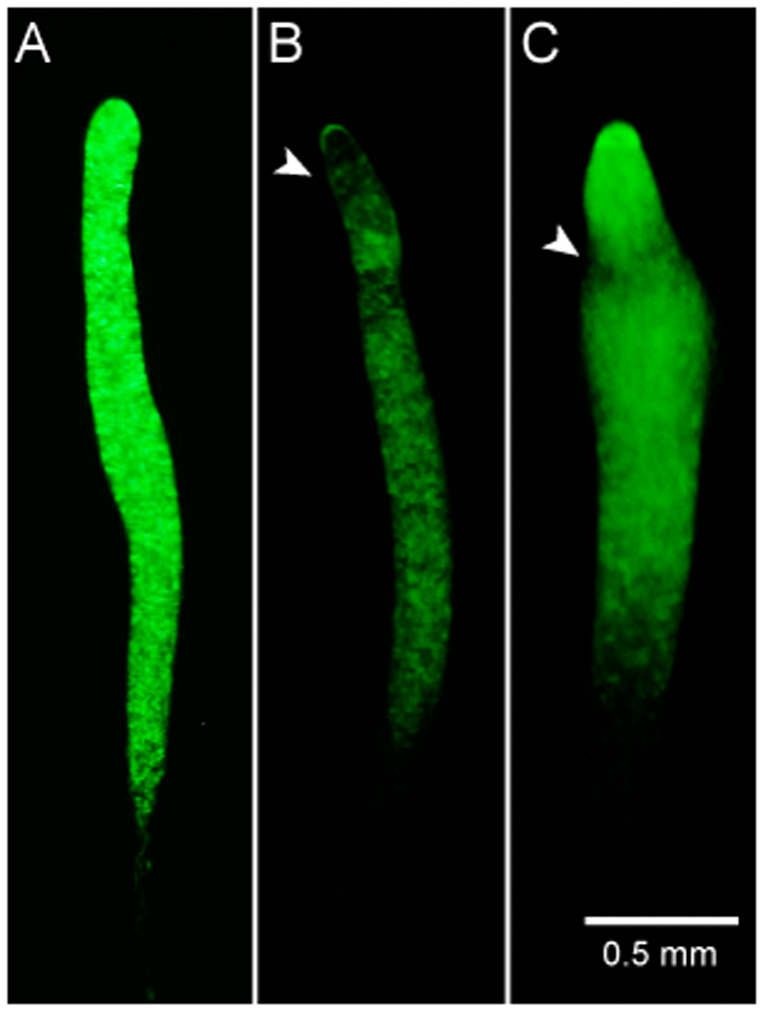
Sorting preference of the *abcB4^−^* and *abcC13^−^* mutants in chimeric slugs. We co-developed unlabeled mutant cells with GFP-labeled wild-type cells. Pictures were taken at 16-hours of development. In chimeric organisms, the wild-type cells (A) were evenly distributed throughout the slug; the *abcB4^−^* (B) and *abcC13^−^* (C) mutant cells preferentially sorted to the prestalk area and formed most of the pstO cells (arrowheads). Panels A and B are representative images whereas panel C represents fewer than half of the chimeric slugs observed.

The mRNA levels of most *abc*-transporter genes are developmentally regulated (Figure S1). 

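The time course of transcripts in the wild type was tested over the 8 wild-type samples (n = 2 at each time point) with edgeR's quasi-likelihood test. Of the 13 mutated genes with a known ID, 12 had a time effect (Benjamini-Hochberg adjusted p under 0.05). Over all genes the share was 8942 of 9888 tested, or 90.4%. The transcript of *abcG6* (DDB_G0281389) had the largest fold change of the 13, from 0.44 ± 0.08 RPKM (SD, n = 2) at 0 hours to 190 ± 6 RPKM (SD, n = 2) at 18 hours (edgeR adjusted p = 2.0e-09). The transcript of *abcG2* (DDB_G0275689) was among the most abundant, rising from 72 ± 8 RPKM at 0 hours to 614 ± 49 RPKM at 12 hours (SD, n = 2 each, edgeR adjusted p = 4.6e-07). That of *abcG10* (DDB_G0292986) was highest at 0 hours, with 231 ± 3 RPKM (SD, n = 2), and stood at 81 ± 29 RPKM (SD, n = 2) at 6 hours. No time effect was detected for *abcG16* (DDB_G0289331), whose transcript stayed between 0.86 and 1.41 RPKM (edgeR adjusted p = 0.22). All 8 libraries held between 3615132 and 4119239 counts. With the replicate number as a replicate block the same 12 genes passed, and so they did with DESeq2 and without the filter on low counts. The pairing by number comes from the sample labels, and the replicate differences of the wild type were uncorrelated with those of the mutants (median correlation -0.00078 at 12 hours). From Figure S1 the paper concludes that most *abc* transcripts are developmentally regulated.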

We tested the correlation between the time of *abc*-transcript abundance in the wild type and the time of maximal deviation between the respective mutant phenotype and the wild-type phenotype. We found that for 18 mutants the time of peak transcript abundance preceded the time of maximal deviation and it overlapped with the time of maximal deviation for 8 mutants (Table 3). 

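For the 13 mutated genes with a known ID, the time of the highest mean wild-type RPKM (n = 2) was compared with the time of the largest distance between the mutant and the wild type. The peak came before the largest distance in 6 mutants (*abcA3-*, *abcB1-*, *abcC13-*, *abcC2-*, *abcC8-* and *abcG10-*), at the same time in 2 (*abcC3-* and *abcG2-*) and after it in 5 (*abcA4-*, *abcG16-*, *abcG18-*, *abcG5-* and *abcG6-*). When the peak times were permuted over the mutants, as many or more mutants with an earlier peak arose with permutation p = 0.48. The 13 were those named in Tables S5 to S8, not a random choice from the 35. They hold a larger share of the mutants that Table 3 lists as succeeding or without correlation than of the others. The test therefore does not judge the paper's counts over all 35. The time of the largest distance, which needs no gene ID, was 12 hours in 26 of the 35 mutants. Of the 6 early peaks, 5 were at 0 hours and that of *abcA3* (DDB_G0293436) was at 6 hours, with 11.0 ± 2.3 RPKM (SD, n = 2). Some peaks stood out little from the next time point. The transcript of *abcC3* (DDB_G0287691) stood at 85 ± 12 RPKM at 12 hours and 92 ± 4 RPKM at 18 hours (SD, n = 2 each). The count of earlier peaks was 7 with counts thinned to the smallest library and 5 with genes of a mean RPKM of at least 1. From its counts of peaks that came before or overlapped with the time of maximal deviation in Table 3, the paper reasons that the times may be causally related and reflect when the genes function.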

This finding suggests a causative relationship between the time of maximal transcript abundance and the time of maximal deviation from the wild-type phenotype, which is likely to reflect the time at which the respective genes function.

**Table 3:** Correlations between *abc*-transcript abundance and *abc*-gene function.

Peak transcript abundance relates to maximal deviation in phenotype	Precedes	Equals	Succeeds	No correlation
*abc* mutants	A3, A7, A9, B1, C2, C6, C8, C13, C14, D2, F1, F2, F4, G10, G15, G17, G19, G22	A6, A10, A11, B5, C12, G2, G7, G24	A4, A5, B4, G6, G18	C3, G5, G16, H2
Total number of mutants	18	8	5	4

A majority of the *abc*-transporter mutant strains showed decreased fitness levels, as evident from their low sporulation efficiencies and/or other aberrations in their development (Table 1), although all the *abc*-transporter mutants we analyzed were ultimately able to form fruiting bodies. These results suggest that the ABC transporters studied here are necessary for proper development even though the mutant strains do not exhibit extreme developmental defects under the conditions tested.

In higher organisms, mutations in *abc*-transporter genes that encode multi drug resistance (MDR) transporters do not result in overt phenotypes unless the mutant cells are challenged with toxins [25]–[27]. Considering these reports, we speculate that some of the *Dictyostelium abc*-transporter genes, which show peak transcript abundance at 0-hours, such as *abcA7*, *abcA9*, *abcB1*, *abcC2*, *abcC14*, and *abcG15*, may be involved in toxin resistance during cell growth. 

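Of the genes named, *abcB1* and *abcC2* have a known ID in the files analysed here. The transcript of *abcB1* (DDB_G0293416) stood at 33.7 ± 4.0 RPKM at 0 hours in the wild type and at 7.7 ± 0.6, 12.8 ± 2.5 and 11.2 ± 0.2 RPKM at 6, 12 and 18 hours (SD, n = 2 each). Both samples at 0 hours were above all later ones (time effect, edgeR adjusted p = 1.2e-05). The transcript of *abcC2* (DDB_G0280055) stood at 44.1 ± 5.2 RPKM at 0 hours and at 38.2 ± 6.2, 12.6 ± 0.9 and 11.1 ± 2.3 RPKM at the later time points (SD, n = 2 each, edgeR adjusted p = 2.1e-06). Its samples at 0 and 6 hours overlapped. With the replicate number of the labels as a replicate block the adjusted p was 1.3e-06 for *abcB1* and 3.3e-07 for *abcC2*, while the replicate differences of the wild type and the mutants were uncorrelated (median correlation -0.0020 at 0 hours). From such peaks during growth the paper speculates that these genes may be involved in toxin resistance.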

Few ABC transporters have also been implicated in developmental processes of other organisms [26], [28], [29]. Most of the *abc*-transporter mutants in our study show no strong developmental defects even though the respective genes are developmentally regulated. It is therefore unlikely that all of the remaining 33 transporters, which we have not characterized in this study, would have developmental defects if mutated. We speculate that the absence of overt developmental phenotypes is due to functional overlaps between ABC transporters. This possibility could be tested experimentally by characterizing the developmental phenotypes of strains in which two or more *abc*-transporter genes are mutated. Our results may be instructive in selecting small groups of *abc*-transporter genes for such analyses.

### Identification of developmental genes

Because most of the *abc*-mutants showed only subtle developmental defects, we hypothesized that the expression of genes crucial for development was not perturbed much in these mutants. To test this hypothesis and to identify a set of developmental genes, we divided the *abc*-transporter mutants into three categories, based on their phenotypes at the 12- and 18-hour time points. The first category included mutants that showed normal development, the second category included mutants that showed delayed development and the third category consisted of mutants that did not develop (only *abcG19^−^*) (Table 1). We did not consider the transcriptional responses at 0-hours because the mutants were nearly indistinguishable during growth (Table 1). We compared the transcriptomes of the mutants in each category to the wild-type transcriptome at 6-, 12- and 18-hours using baySeq [24]. 

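The categories of Table 1 hold 29 mutants with normal development, 5 delayed mutants and *abcG19-*, the only mutant in the category of no development. At each time point all samples of a category were compared with the 2 wild-type samples, which gave 55 to 58 samples for the normal category, 10 for the delayed category and 2 for *abcG19-*. The paper used baySeq, which was not available here. The raw counts were therefore tested with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, and genes with a Benjamini-Hochberg adjusted p under 0.005 were called differentially expressed. Samples of a mutant were not modelled as belonging together, and the wild type had 2 samples in every comparison, which limits what can be detected. In the normal category 3 of 9577 tested genes passed at 6 hours, 2 of 10187 at 12 hours and 4 of 10209 at 18 hours, all of them lower in the mutants. In the delayed category 1 of 8966 genes passed at 6 hours, 3982 of 9366 (1858 higher and 2124 lower) at 12 hours and 3262 of 9693 (1838 higher and 1424 lower) at 18 hours. In *abcG19-* 0 of 8941 genes passed at 6 hours, 5358 of 9703 at 12 hours and 5214 of 9766 at 18 hours. With the replicate number as a replicate block the numbers at 6, 12 and 18 hours were 3, 1 and 4 for the normal category, 1, 3768 and 3074 for the delayed category, and 744, 6341 and 4791 for *abcG19-*. The pairing by replicate number is taken from the sample labels. The median correlation of the replicate differences between strains was 0.0057, 0.0027 and -0.0027 at 6, 12 and 18 hours, so that the numbers did not pair the samples. On counts simulated from the 12-hour samples with 200 genes changed 4-fold, the test found 43% of them in the normal category and 87% in the delayed category. For a single mutant it found 92%, with the spread of *abcG6-*, the only mutant simulated alone. Leaving out either *abcG19-* sample moved the numbers most, from 5358 to 0 genes at 12 hours.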

In each comparison we identified sets of transcripts that showed little or no difference in abundance (FDR <0.005; Likelihood >0.90). We generated two sets of unperturbed transcripts, A – transcripts unperturbed in the normal development group and B – transcripts unperturbed in the delayed development or no development groups. We then excluded the genes in group B from the genes in group A to identify genes that were unperturbed exclusively in strains that developed normally. We named that group gene set C ({Gene set C} = {Gene set A} \ {Gene set B}) (Figure 3A). 

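A stand-in for the paper's sets was made with edgeR. A gene was taken as unperturbed when 1-sided quasi-likelihood tests against a 2-fold change in either direction both passed, at a Benjamini-Hochberg adjusted p under 0.05. By this rule 4576 genes were unperturbed in the normal category at 6 hours, 2790 at 12 hours and 5004 at 18 hours, and 2155 at all 3 (Gene set A). In the delayed category 1685 genes passed at 12 hours and 2669 at 18 hours, and in *abcG19-* 0 at 6 hours, 1284 at 12 hours and 992 at 18 hours. Together these were 3492 genes (Gene set B). Removing them from Gene set A left 287 genes, of which 88 are listed in Table S5. The 10 delayed samples and the 2 of *abcG19-* were compared with the same 2 wild-type samples as the normal category, at total counts between 1497755 and 5029696. Under a replicate block by the number in the labels the set had 305 genes, and the pairing check gave a median correlation of 0.0027 at 12 hours. A margin of 1.5-fold in place of 2-fold left 0 genes. The genes that Table S5 lists were then looked up in the same fits. At 12 hours 1572 of them were tested in the normal category. Their median absolute log2 fold change was 0.172, against 0.597 in the 8615 other genes, and 98.4% of them were within 2-fold of the wild type. The paper chose these genes from the same samples for no difference in the normal category, so this contrast is partly built in. In the delayed category at 12 hours 259 of 1483 (17.5%) were differentially expressed at an adjusted p under 0.005, against 47.2% of the other genes. In *abcG19-* at 12 hours 512 of 1522 (33.6%) were. Of the listed genes 396 had a mean RPKM under 1.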

Gene set C includes 1,935 genes (Table S5).

**Figure 3:**
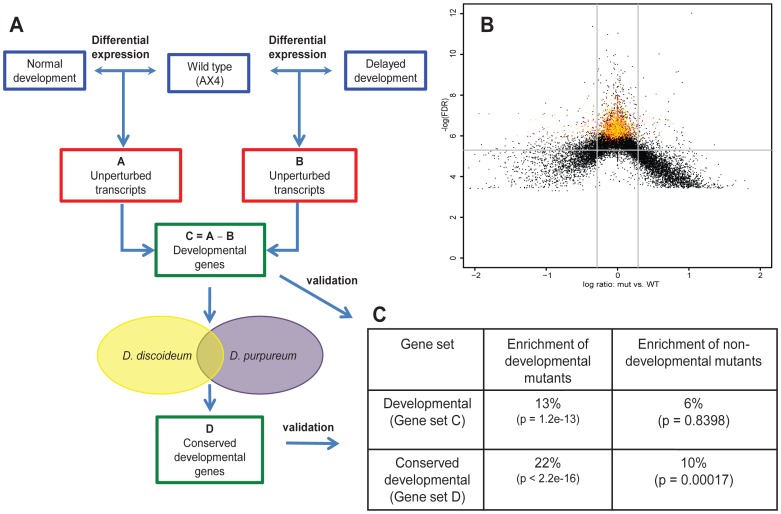
Identification of important developmental genes. The method used to identify developmental genes is depicted as a flow chart (A). Blue boxes represent the wild type (AX4) and mutant strains with normal or delayed development as indicated. Red boxes represent transcripts whose abundance was not significantly altered by the mutations. Green boxes represent selected developmental genes. Ellipses represent the genomes of *D. discoideum* (yellow) and *D. purpureum* (purple) and the overlapping orthologs (not to scale). The volcano plot (B) shows the false discovery rate (FDR) of each transcript (y-axis, −log[FDR]) as a function of the difference in mRNA abundance between the median of all the normally developing mutants and the wild type (x-axis, log(mutant/WT) at 12-hours, when the gene expression was most variable across mutants. Each dot represents a gene, yellow dots represent genes that were identified as important for development and conserved between *D. discoideum* and *D. purpureum* (Gene set D), red dots represent genes that show little or no perturbation in expression during development (Gene set C – Gene set D), and black dots represent the rest of the genes. We validated the approach by examining the enrichment of developmental and non-developmental genes in gene sets C and D (C).

Previously we found that the two evolutionarily divergent dictyostelid species, *D. discoideum* and *Dictyostelium purpureum* have conserved regulation of developmental gene expression. The set of 3,733 orthologous genes that exhibit conserved mRNA abundance patterns between these two species also shows enrichment in genes which, when mutated, confer developmental defects [6]. We found that 668 of the 1,935 genes in Gene set C belong to that group. We named that subset Gene set D (Table S6). We hypothesize that Gene sets C and D include genes that are important for *D. discoideum* development with higher enrichment in Gene set D. Comparing global mRNA abundance in mutants that developed normally and mRNA abundance in the wild type revealed the widest variability at 12-hours (Figure 3B), consistent with the observations made using MDS (Figure 1B–1D). 

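For each gene, the median over the 29 normally developing mutants of the mean RPKM was compared with the wild-type mean (n = 2) as log2((mutants + 1)/(wild type + 1)). The median absolute log2 ratio over the 12869 genes was 0.208 at 0 hours, 0.166 at 6 hours, 0.348 at 12 hours and 0.217 at 18 hours. Its standard deviation across genes was 0.366, 0.299, 0.487 and 0.323 at these times. More than 2-fold changes were seen for 707 genes (5.5%) at 0 hours, 383 (3.0%) at 6 hours, 1884 (14.6%) at 12 hours and 502 (3.9%) at 18 hours. At 12 hours the replicates of the wild type had a median absolute log2 ratio of 0.189 over all genes. Genes are not independent replicates, and each ratio rests on the same 2 wild-type libraries, of 3775721 and 3913531 counts at 12 hours. The pseudocount of 1 damps the ratios of low transcripts. With a pseudocount of 0.1 in its place, the 12-hour contrast between Gene set D and the other genes was -0.354 in place of -0.262. The paper notes the widest variability at 12 hours and links it to the dispersion of the mutants in Figure 1D.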

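The 668 genes of Gene set D all appear in Gene set C, which Table S5 lists as genes of high likelihood of no difference in the normally developing mutants at 6, 12 and 18 hours. In the deposited RPKM values, the median absolute log2 ratio of the normally developing mutants to the wild type at 12 hours was 0.110 in Gene set D and 0.372 in all other genes, a difference of -0.262. No permutation of set membership over genes gave as large a difference (permutation test, p = 1e-05, the smallest 100000 resamples can give, with genes that are not independent replicates). The set was chosen for no difference between these mutants and the wild type. A smaller ratio is thus partly built in, and the permutation p values here are no independent test. Gene set D transcripts were more abundant, with a median of 47.6 RPKM against 10.0 RPKM in genes outside Gene set C. Against genes matched by decile of mean RPKM the difference was -0.368 (permutation p = 1e-05, again the smallest possible). At 0, 6 and 18 hours the median absolute log2 ratio was 0.176, 0.128 and 0.146 in Gene set D and 0.210, 0.170 and 0.224 in the other genes. In the whole of Gene set C it was 0.099 at 12 hours, below that of Gene set D. At 12 hours 17 of the 668 genes (2.5%) were more than 2-fold from the wild type, against 15.3% of the others. Between the replicates of the wild type at 12 hours the median absolute log2 ratio was 0.212 in Gene set D. The alternative that moved the difference most was a pseudocount of 0.1, with -0.354. From the low variability the paper reasons that the regulation of these genes is largely unperturbed in the mutants.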

However, the 668 genes in Gene set D were the least variable at that time (yellow dots, Figure 3B), suggesting that their regulation is largely unperturbed in the mutants.

To test whether Gene sets C and D are enriched in developmentally important genes, we looked for enrichment of genes with known developmental roles among these sets (Figure 3C). A list of genes that have essential developmental roles was obtained from dictyBase [30]. These genes constitute about 8% of the 12,285 genes in the *D. discoideum* genome. We found that Gene set C contained 13% and Gene set D contained 22% developmental genes. Both values were highly statistically significantly enriched compared to the overall level of 8% (Figure 3C). 

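Each of *pkaC* (DDB_G0283907), *tagC* (DDB_G0286121) and *culB* (DDB_G0267384) is listed in Tables S5 and S6. Genes of these sets were chosen for no difference in the normal category, so a small change there is partly built in. The wild-type abundance of *pkaC* at 12 hours was 287 ± 29 RPKM (SD, n = 2). Its log2 fold change at 12 hours was -0.62 (standard error 0.32, edgeR adjusted p = 0.23) in the normal category, -1.38 (standard error 0.19, adjusted p = 2.5e-05) in the delayed category and -2.92 (standard error 0.22, adjusted p = 2.5e-05) in *abcG19-*. The transcript of *tagC* stood at 80 ± 15 RPKM (SD, n = 2) in the wild type at 12 hours. No change was detected in the normal category (log2 fold change -0.18, standard error 0.42, edgeR adjusted p = 0.80), whereas it was lower in the delayed category (-2.48, edgeR adjusted p = 0.00011) and in *abcG19-* (-4.72, edgeR adjusted p = 5.5e-06). For *culB*, at 22.9 ± 3.3 RPKM (SD, n = 2) in the wild type, the log2 fold changes were 0.10, 0.27 and 0.50 in the same categories, none past an adjusted p of 0.005 in edgeR's test. Under a replicate block, with the pairing from the labels, the edgeR adjusted p of *tagC* in the delayed category was 0.00019, with a pairing check of 0.0027 (median correlation of replicate differences) at 12 hours.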

Gene set D includes genes that have been studied previously and their developmental mutants are well characterized, including *pkaC*, *tagC*, and *culB* [17], [31], [32]. 

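The transcripts of *dimB* (DDB_G0291372), *gbfA* (DDB_G0288755), *crtf* (DDB_G0278077, listed as CRTF), *warA* (DDB_G0291075) and *sir2E* (DDB_G0270928) were tested in the same way. In the normal category none of them, nor of *pkaC*, *tagC* and *culB*, passed an adjusted p of 0.005 at 6, 12 or 18 hours, and the smallest edgeR adjusted p was 0.20. All belong to Gene set D. It was chosen for no difference in that category and without genes unperturbed in the others, so the contrast is partly built in. At 12 hours the log2 fold changes of the 8 genes were between -0.62 and 0.10 in the normal category, with 1 of 8 higher. They were between -2.48 and 0.27 in the delayed category, where 5 of 8 passed, and between -4.72 and 0.50 in *abcG19-*, where 5 of 8 passed. At 18 hours 4 of 8 passed in the delayed category and 6 of 8 in *abcG19-*. The transcript of *gbfA*, at 575 ± 36 RPKM (SD, n = 2) in the wild type at 12 hours, had log2 fold changes of -0.43 (standard error 0.30, edgeR adjusted p = 0.34) in the normal category and -1.65 (standard error 0.32, edgeR adjusted p = 0.00045) in the delayed category. That of *crtf*, at 208 ± 19 RPKM (SD, n = 2), stayed within -0.33 to 0.08 in every category at 12 hours (smallest edgeR adjusted p 0.15). The comparisons in the normal category rest on 2 wild-type libraries, and changes of that size would often be missed there, as 43% of simulated 4-fold changes were found.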

It also includes 14 transcription factors, including *dimB*, *gbfA*, *crtf*, *warA*, and *sir2E*, which have important roles in development [33]–[37].

To test if the enrichment was specific to developmental genes, we also looked for enrichment of genes in which mutations do not confer obvious developmental defects. There are 620 such genes in dictyBase, which constitute 5% of the *D. discoideum* genome. We observed no significant enrichment in Gene set C and a modest enrichment in Gene set D (Figure 3C), suggesting that our method of differential expression analysis is predictive of developmentally important genes.

In this analysis we used mutants with subtle phenotypes, which are due to mutations in paralogous *abc* genes that may be involved in various pathways. This approach allowed us to find transcripts that show low plasticity despite the genetic perturbations we introduced. Efforts have previously been made to identify genes that are critical in processes such as cancer or other conditions by using meta-data to identify common sets of genes that vary in multiple conditions [38], [39]. Here, we used a counter approach and looked for genes that show the least variation upon subtle perturbation. The assumption in our analysis is that an alteration in mRNA abundance of developmentally important genes would lead to developmental abnormalities. This idea may explain why Gene set D is not effective in identifying all of the developmentally important genes; it probably contains only a few false positives.

### ABC-transporters involved in prestalk/prespore cell differentiation

*Dictyostelium* development and cell-type differentiation are mediated, in part, by soluble signals such as cAMP, DIF and SDF [40]–[42], but little is known about the mechanisms that export these and other signaling molecules across the plasma membrane. ABC transporters are potential exporters of signaling molecules, so we were interested in identifying *abc*-transporter mRNAs that showed differential abundance between prespore and prestalk cells. We have previously identified genes that are differentially expressed between prespore and prestalk cells during slug migration [6]. Among those, we found 8 *abc*-transporter genes that exhibited strong cell-type enrichment (>6 fold) and were mutated in this study (Figure 4). We then looked for mutants whose transcriptomes differed most from the wild type at 12- and 18-hours and identified 4 such genes. 

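Among the 8 mutants of Figure 4, the distance to the wild type at 12 hours was 0.134 in *abcG18-*, 0.087 in *abcA3-*, 0.074 in *abcG6-*, 0.073 in *abcA4-*, 0.061 in *abcC8-*, 0.054 in *abcG17-*, 0.046 in *abcC2-* and 0.037 in *abcG5-*. Their ranks from the largest among the 35 mutants were 8, 14, 15, 16, 20, 22, 25 and 30. Replicates of *abcG18-* and *abcG6-* were 0.027 and 0.021 apart at 12 hours, and those of *abcC2-* 0.121. At 18 hours the distances were between 0.028 (*abcG18-*) and 0.052 (*abcG17-*), within the range between replicates. The largest distance over the time course fell at 12 hours in *abcA3-*, *abcA4-*, *abcC2-*, *abcG6-*, *abcG17-* and *abcG18-*, and at 6 hours in *abcC8-* (0.066) and *abcG5-* (0.038, against 0.037 at 12 hours). Over all 35 mutants, the excess at 12 hours over 18 hours moved most with genes of a mean RPKM of at least 1, from 0.0221 to 0.0387. The paper selects the mutants that differed most from the wild type at 12 and 18 hours.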

We also found that among the *D. purpureum* orthologs of the *abc*-transporter genes, two exhibited similar cell-type preference, *abcG6* and *abcG18* (Figure 4). We propose that these genes are candidate exporters of developmental signals.

**Figure 4:**
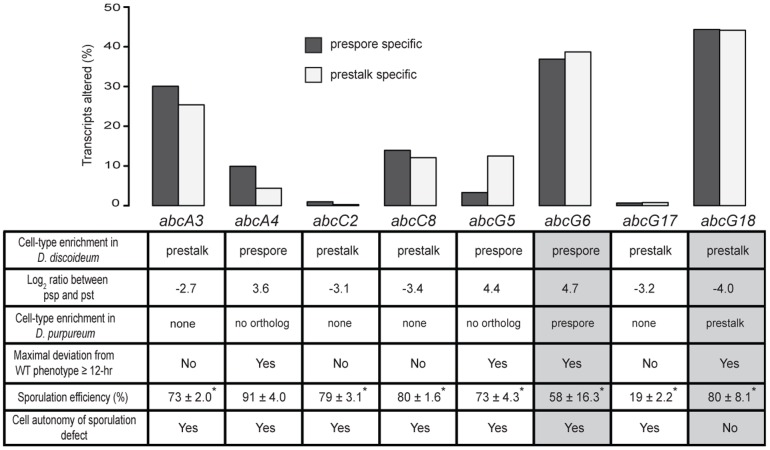
Cell type enriched *abc*-transporter transcripts and their effect on cell-type differentiation. The bar graph shows the fraction (%) of prespore- or prestalk- enriched transcripts that were altered in each of the mutants compared to the wild type. The names of the mutated *abc* genes are indicated below the bars. The table below the graph summarizes properties of the *abc*-transcripts in wild-type cells (first three rows) and the phenotypes of the respective mutant strains (last three rows). Sporulation efficiency is shown as the fraction (%) of the cells that made spores +/− S.E.M.; * indicates statistically significant difference from AX4 (Student's t-test, two sided, n = 3, p-value<0.005).

To test the role of the *abc*-transporter genes in signaling, we examined the sporulation efficiencies of these mutants in pure populations. We found that all of the mutants exhibited significantly lower sporulation efficiencies compared to the wild type, except for *abcA4^−^* (Figure 4). We then mixed the mutants with GFP-labeled wild-type cells and allowed them to develop in chimeras to test whether the sporulation defects were cell autonomous. We found that the sporulation defect of the *abcG6^−^* mutant is cell autonomous whereas the sporulation defect of *abcG18^−^* is non-cell autonomous, suggesting that the latter is involved in signaling. 

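For each of the 35 mutants, its 2 samples at 12 hours and its 2 at 18 hours (1 at 18 hours for *abcC14-*) were compared with the 2 wild-type samples of the same time point. The raw counts were tested with edgeR's quasi-likelihood test, with TMM normalization, edgeR's filter on low counts, and Benjamini-Hochberg adjustment over all tested genes, in place of baySeq. A cell-type-enriched transcript was called altered when its adjusted p was under 0.005 at 12 or at 18 hours. The list of 1328 such transcripts, 593 prespore and 735 prestalk, was read from Tables S7 and S8, and transcripts too low to be tested count as unaltered. In *abcG6-* 1212 of them were tested at 12 hours and in *abcG18-* 1211. Total counts were 3057760 to 4858316 per sample of *abcG6-* and 2395977 to 4848201 per sample of *abcG18-*. Such a fit of 2 against 2 samples found 92% of 200 simulated 4-fold changes at 12 hours, and 0.54% of its calls were false. The simulated spread was that of *abcG6-* and the wild type. Replicates of *abcG6-* were 0.021 apart at 12 hours, and mutants with replicates farther apart were not simulated. The spread estimate of such a fit rests on few samples, so that a mutant whose replicates lie far apart yields few calls.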

Furthermore, we performed differential expression analyses on each of these mutants compared to the wild type transcriptomes at 12- and 18-hr [24]. We focused on 1,328 previously identified cell-type enriched transcripts [6] and searched for transcripts that were differentially abundant (FDR <0.005 and Likelihood >0.9) either at 12-hr or at 18-hr between each mutant and the wild type. 

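Altered at 12 or 18 hours were 733 of the 1328 cell-type-enriched transcripts (55.2%) in *abcG6-* and 737 (55.5%) in *abcG18-*. In *abcG6-* these were 59.4% of the prespore and 51.8% of the prestalk transcripts, and in *abcG18-* 57.5% and 53.9%. Most calls came from 12 hours, with 51.8% at 12 hours and 15.0% at 18 hours in *abcG6-*, and 53.8% and 4.1% in *abcG18-*. At 12 hours 314 prespore transcripts were lower and 19 higher in *abcG6-*, and 107 prestalk transcripts were lower and 248 higher. In *abcG18-* 308 prespore transcripts were lower and 13 higher, and 136 prestalk transcripts were lower and 257 higher. These directions were not particular to the 2 mutants. In *abcA10-*, which also developed normally, 304 prespore transcripts were lower and 13 higher, and 127 prestalk transcripts were lower and 261 higher. Not every mutant was alike, as *abcG24-* had 36 prespore transcripts lower and 79 higher. All comparisons share the same wild-type samples. Over all tested genes 38.4% changed at 12 hours in *abcG6-* and 40.5% in *abcG18-*. Among the other 33 mutants the percent altered ranged from 0 to 80.8 with a median of 22.9%. It was above that of *abcG6-* and *abcG18-* in 6 of them, of which only *abcC13-* developed normally. For the other mutants of Figure 4 it was 39.9% in *abcA3-*, 17.7% in *abcC8-*, 3.2% in *abcA4-* and 0% in *abcC2-*, *abcG5-* and *abcG17-*. As a replicate block fit, with the pairing from the labels, it was 64.7% in *abcG6-* and 68.5% in *abcG18-*, with a pairing check of 0.0027 at 12 hours and -0.0027 at 18 hours (median correlation of replicate differences). The largest shift came from leaving out 1 mutant replicate, with 7.0% or 5.0% left in *abcG6-* and 6.6% or 2.0% in *abcG18-*.

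**Figure D2:**
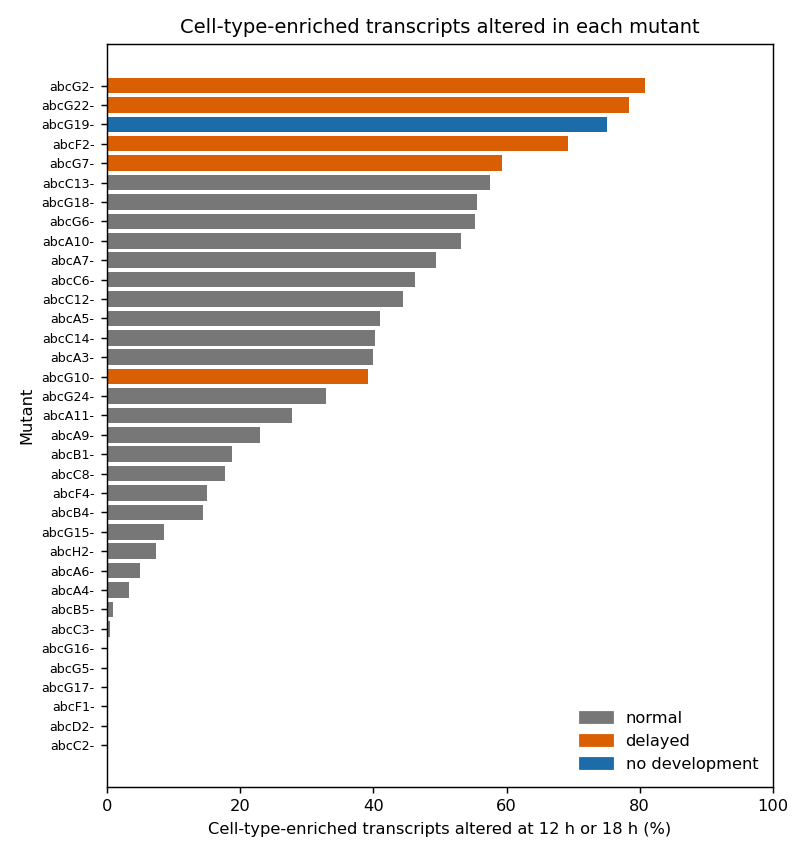
Percent of the 1328 cell-type-enriched transcripts altered at 12 or 18 hours (edgeR, adjusted p under 0.005) in each of the 35 mutants against the wild type, as bars coloured by developmental category on an axis that starts at 0. *abcG2-* has the tallest bar (80.8%), and *abcG6-* and *abcG18-* stand at 55.2% and 55.5%.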

We observed that more than one third of the cell-type enriched transcripts were altered in the *abcG6^−^* and *abcG18^−^* mutant transcriptomes (37% and 44% respectively) (Table S7 and Table S8). 

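The prespore transcripts *cotB* (DDB_G0276761), *cotC* (DDB_G0277141), *pspA* (DDB_G0267412) and *pspB* (DDB_G0276939) were all lower at 12 hours in *abcG6-*, with log2 fold changes of -3.17, -3.77, -3.76 and -3.65 (standard errors 0.16 to 0.20, largest edgeR adjusted p 2.4e-09). For *cotB* the abundance was 304 ± 23 RPKM in *abcG6-* and 2458 ± 62 RPKM in the wild type (SD, n = 2 each). In *abcG18-* the log2 fold changes of the same genes were -4.94, -7.77, -5.69 and -5.58 (standard errors 0.22 to 0.48, largest edgeR adjusted p 1.7e-05), and *cotB* stood at 90 ± 19 RPKM (SD, n = 2). The prestalk transcripts *ecmA* (DDB_G0277853) and *ecmB* (DDB_G0269132) were lower at 12 hours as well, by log2 fold changes of -3.54 and -3.48 in *abcG6-* (edgeR adjusted p = 2.0e-07 and 5.9e-07) and -4.83 and -5.91 in *abcG18-* (edgeR adjusted p = 2.1e-05 and 1.0e-05). For every marker both mutant samples were below both wild-type samples at 12 hours. At 18 hours no marker passed an adjusted p of 0.005. The log2 fold changes at 18 hours lay between -0.67 and 0.07 in *abcG6-* and between -0.51 and 0.60 in *abcG18-*, and *cotB* reached 5989 ± 339, 4771 ± 527 and 6626 ± 440 RPKM in *abcG6-*, *abcG18-* and the wild type (SD, n = 2 each). With the replicate number as a replicate block, from the pairing in the labels (pairing check 0.0027 at 12 hours), the 12-hour log2 fold change of *ecmB* in *abcG6-* was -3.34. With 1 replicate left out in turn the 12-hour log2 fold changes kept their sign, *ecmB* in *abcG6-* moving between -4.03 and -2.63, and the adjusted p rose to at most 0.11 in edgeR's test. After its sporulation and chimera experiments and the altered transcripts of Tables S7 and S8, the paper concludes that both genes affect cell type proportioning and spore differentiation.

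**Figure D3:**
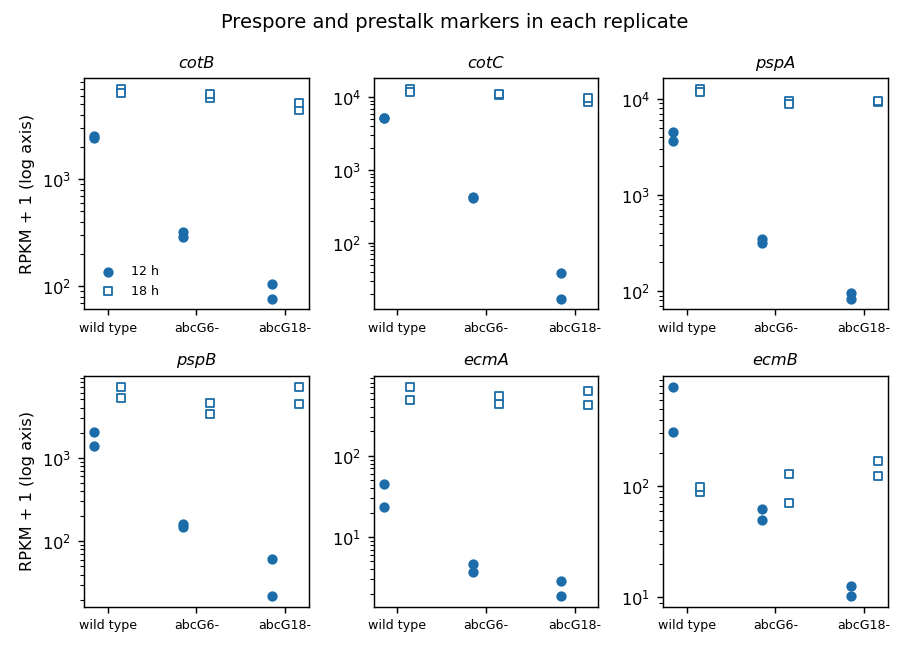
Abundance (RPKM + 1, log axis) of the prespore markers *cotB*, *cotC*, *pspA* and *pspB* and the prestalk markers *ecmA* and *ecmB* in the wild type, *abcG6-* and *abcG18-*, with a point per replicate, filled at 12 hours and open at 18 hours. At 12 hours both mutants lie below the wild type for every marker, and at 18 hours *cotB* averages 5989 RPKM in *abcG6-* and 6626 RPKM in the wild type.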

These genes include cell-type specific markers such as the prespore genes *cotB*, *cotC*, *pspA* and *pspB* [43], [44] and the prestalk gene *ecmA* and *ecmB* [43]. Our results show that both *abcG18* and *abcG6* affect cell type proportioning and spore differentiation, possibly through export of signaling molecules.

Genes of the *abcB* family, namely *tagB, tagC and tagA*, play a critical role in development through signal processing and export [16], [17], [45]. *tagC*, which is primarily expressed in prestalk cells, plays a role in SDF-2 signaling [46], [47]. SDF-2 is a spore differentiation inducing peptide which is produced by processing of the Acyl Coenzyme A binding protein, AcbA [48]. SDF-2 and GABA-2 signaling result in presentation of the protease domain of TagC on the cell surface of prestalk cells, where it processes a diffusible AcbA protein, primarily produced in prespore cells, into SDF-2. The ABC transporter activity of *tagC* is necessary for the protease domain presentation [47]. Similarly, *tagB* is involved in processing the SDF-1 precursor to SDF-1 [49] whereas *tagA* and *acbA* have a coordinated role in *D. discoideum* cell differentiation [45]. In this study we used transcriptional and genetic methods to infer a role for *abcG6* and *abcG18* in spore differentiation. We propose that *abcG18*, which is expressed in prestalk cells, may facilitate the secretion of a diffusible signaling molecule that affects sporulation of prespore cells. Examples of potential cargo molecules include cytokinins, which influence sporulation during culmination [50], but we have not tested that possibility.

Others have shown that mutating both *abcG18* and *abcG2* (*abcG18^−^/abcG2^−^*) can suppress the developmental arrest and the aberration in prespore/prestalk cell ratio observed in the *rtoA^−^* mutant [51]. In this report we found that mutating *abcG18* alone leads to compromised spore differentiation. It is interesting that we did not observe other *abc*-transporter mutants that share a physiological function with either *abcG18^−^* or *abcG2^−^*, as no other mutant showed similar phenotypes to these two mutants (Figure 1 and Table 1).

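Over the time points joined together, the mutants nearest to *abcG18-* were *abcA3-* (distance 0.029), *abcC2-* (0.032) and *abcA10-* (0.033). Those nearest to *abcG2-* were *abcG10-* (0.032), *abcG22-* (0.036) and *abcF2-* (0.038), all of them delayed. At 12 hours *abcG18-* was nearest to *abcC6-* (0.028), followed by *abcA10-* (0.030) and *abcG2-* (0.032), and *abcG2-* was nearest to *abcG10-* (0.032), followed by *abcG18-*. The median distance between replicates of a mutant at 12 hours was 0.029. It is between single samples, whereas these neighbours were compared by means over replicates, which lowers the distance. For *abcG16-* at 12 hours, the distance to the wild type was 0.018 between means and at least 0.026 between single samples. The neighbours were therefore not shown to be as close as replicates. At 18 hours the nearest mutant was *abcC2-* (0.020) for *abcG18-* and *abcG10-* (0.027) for *abcG2-*. The transcript of *abcG18* (DDB_G0275687) in *abcG2-* at 18 hours had a log2 fold change of -2.32 against the wild type (standard error 0.18, edgeR adjusted p = 1.7e-06), with 5.1 ± 1.5 RPKM against 24.7 ± 2.4 RPKM (SD, n = 2 each). At 12 hours its log2 fold change was -0.41 (edgeR adjusted p = 0.14), and the wild type stood at 2.88 RPKM. The transcript thus rose late in the wild type, and *abcG2-* is delayed, so a late progression could give the 18-hour difference. The transcript of *abcG2* (DDB_G0275689) in *abcG18-* at 12 hours had a log2 fold change of -0.65 (standard error 0.17, edgeR adjusted p = 0.0098). From Figure 1 and Table 1 the paper reports no other mutant with phenotypes like those of *abcG18-* or *abcG2-*. On that basis it saw none with a shared physiological function.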

## Supporting Information

Figure S1 **Each panel describes the transcript abundance of an** ***abc*** **-gene (as indicated above the panel) in the wild type (red, normalized read count) and the maximal deviation of the respective** ***abc*** **-mutant phenotype from the wild-type phenotype (blue, 1 – Spearman correlation between the wild type and the mutant) as a function of time (hours).**
(PDF) Click here for additional data file.

Table S1 **This table contains information regarding the** ***abc*** **-mutant generation.** Column B contains the name of each mutant strain. Column C describes which of the two methods was used to construct the DNA vector for generating the insertional mutant: Transposon mediated mutagenesis (TZ) or direct cloning using the vector DT2-bsr (DT2). The restriction endonucleases used to clone the BSR cassette into the gene fragment in the second method are listed in column D. Columns E and F contain the primers used to amplify a genomic DNA fragment from each gene. Column G lists the insertion site of the BSR cassette within the gene relative to the ORF and the total ORF length is listed in column H.
(XLSX) Click here for additional data file.

Table S2 **This table contains the oligonucleotide sequences used to determine the abundance of each** ***abc*** **-transporter transcript by quantitative RT-PCR.** The first column represents the gene name, the second column represents the forward primer and the third column represents the reverse primer.
(XLSX) Click here for additional data file.

Table S3 **This table contains the GEO Accession Numbers, sample descriptions and hyperlinks of all the RNA-sequencing data deposited in the NCBI GEO public database.** Access to the entire dataset is available at: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=xbuzhssekieyyxm&acc=GSE45555
(XLSX) Click here for additional data file.

Table S4 **This table describes the change of all the** ***abc*** **-transporter transcript abundance in wild-type cells under various conditions determined by quantitative RT-PCR.** Treated samples were compared to untreated samples; we considered transcripts that exhibited a two fold change between the treated and untreated samples as differentially responsive. The response is represented as a binary value in the table, which is further explained in column G.
(XLSX) Click here for additional data file.

Table S5 **This table contains the list of predicted developmental genes (gene set C).** The first column header ‘ddb_g’ is the primary, unique identifier for each gene in dictyBase and the second column header ‘genename’ is the primary gene name. Each baySeq comparison performed with two pre-defined models (DE-differentially expressed and NDE-not differentially expressed) at each time point (0-, 6-, 12- or 18-hr) produces two output parameters: Likelihood (Lik) and False Discovery Rate (FDR). We performed three kinds of comparisons: 1) regular mutant transcriptomes vs. wild type (reg), 2) delayed mutant transcriptomes vs. wild type (del), and 3) non developing mutant transcriptome vs. wild type (nod) as described in the text. Hence the column header ‘Lik.NDEreg00hr’ represents the Likelihood of a gene being not differentially expressed when regular mutant transcriptomes were compared to wild type transcriptome at 0-hours. The other column headers follow the same logic.
(XLSX) Click here for additional data file.

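The likelihoods of Table S5 were read for its 1935 genes. In the comparison of the normally developing mutants, all 1935 genes had a likelihood of no difference above 0.9 at 6, 12 and 18 hours, with medians of 0.9988, 0.9944 and 0.9985, and 1845 had one at 0 hours. For the delayed mutants 949 genes were above 0.9 at 12 hours and 1297 at 18 hours, with medians of 0.90 and 0.95. For *abcG19-* 999 genes were above 0.9 at 6 hours, 229 at 12 hours and 136 at 18 hours. These counts rest on the likelihood alone. The paper also required a false discovery rate under 0.005, so they do not count the genes it took as unperturbed. At 12 hours the largest likelihood for the delayed mutants, 0.9899, was below the smallest for the normally developing mutants, 0.9917. The table has no column for the delayed mutants at 6 hours. The likelihood comes from baySeq, which weighs a model with one mean for mutant and wild-type samples against a model with separate means. In the counts analysed here with edgeR, the median absolute log2 fold change of the listed genes at 12 hours was 0.17 in the normally developing mutants (1572 genes tested), 0.41 in the delayed mutants (1483 genes) and 0.63 in *abcG19-* (1522 genes).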

Table S6 **This table contains the list of predicted conserved developmental genes (gene set D).** The column headers are similar to the ones given in Table S6.
(XLSX) Click here for additional data file.

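In Table S7 503 of the 1328 transcripts (37.9%) pass the false discovery rate and likelihood thresholds of the paper in *abcG6-*, 488 of them at 12 hours and 39 at 18 hours. All but 10 of these were also altered in edgeR's test of the counts, which called a further 240. By cell type, the table gives 37.4% of prespore and 38.2% of prestalk transcripts.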

Table S7 **This table contains differential abundance data of known prespore- and prestalk- enriched transcripts in** ***abcG6^−^*** **.** The column headers are similar to the ones given in Table S6 except that in this case only *abcG6^−^* was compared with the wild type at 12- and 18-hours. The column header ‘cell_type’ indicates whether transcripts of a gene are preferentially enriched in either pre-stalk or pre-spore cell types as described in Parikh *et. al.* (2010).
(XLSX) Click here for additional data file.

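In Table S8 592 of the 1328 transcripts (44.6%) pass the same thresholds in *abcG18-*, 581 of them at 12 hours and 15 at 18 hours. In edgeR's test of the counts 576 of the 592 were altered too, with 161 more that the table does not mark. The table gives 45.0% of prespore and 44.2% of prestalk transcripts.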

Table S8 **This table contains differential abundance data of known prespore and prestalk enriched transcripts in** ***abcG18^−^*** **.** The column headers are similar to the ones given in Table S8.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

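The samples were polyadenylated RNA of the wild type AX4 and 35 *abc* mutants at 0, 6, 12 and 18 hours of development, 282 samples in all, with 2 replicates in 138 of 144 combinations of strain and time point and 1 in the other 6. Strain, time point and replicate number were taken from the sample labels, and the developmental category of each mutant (29 normal, 5 delayed, *abcG19-* with no development) and its doubling time from the paper's tables.

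The authors deposited a raw count per gene and sample, the number of 50-base reads that bowtie 0.12.7 mapped uniquely to the gene. The authors also deposited RPKM values. Their methods describe these as counts per kilobase of exon length that can be mapped uniquely. The counts are scaled to the reads of the sample that mapped uniquely to polyadenylated gene models. Both were used as deposited. The ratio of count to RPKM, which should be proportional to that length, was checked in every sample. In 742 of the 12869 genes it was off by more than 2% in at least 1 sample, with at most 38 such genes in any sample. The total counts of a sample were between 236242 and 6566388 (median 3418220). Replicates differed by more than sampling noise in every pair. The chi-square per degree of freedom was at least 1.6 over genes with a summed count of at least 20. Its median was 9.2, so the spread between replicates outweighed sampling noise in most pairs. In pairs near the lower end depth counted as well. The reads were not mapped again and no genome annotation was used.

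Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, were used with seed 1. Distances between strains were 1 minus Spearman's rank correlation of RPKM values averaged over replicates, over all genes, as in the paper. Differences between time points were tested by sign-flip permutation over mutants, differences between categories, classes and gene sets by permutation of labels, each with 100000 resamples, and changes of the mutated gene by exact permutation within time points on log2(RPKM + 1). With 100000 resamples the smallest possible p is 1e-05. Counts were compared by edgeR's quasi-likelihood test with TMM normalization and edgeR's filter on low counts, and a gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.005. The paper used baySeq, which was not available, so edgeR stood in for it. The unperturbed genes of the paper's sets were replaced by genes that passed 1-sided tests against a 2-fold change in both directions at an adjusted p under 0.05. Such a test asks another question than baySeq's likelihood of no difference.

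Each mutant or category was compared with the wild type of the same time point, and the 2 wild-type samples of a time point were shared by all comparisons. Within a category, replicates of the same mutant were treated as separate samples. The comparisons were repeated with the replicate number as a replicate block, with the pairing taken from the labels. The numbers did not pair samples across strains, as the median correlation of replicate differences between strains was between -0.0027 and 0.0057 at the 4 time points. The fits were tested on simulated data made from the 12-hour samples with 200 genes changed 4-fold. They found 92% of these genes for a single mutant (*abcG6-*, the only one simulated), 87% for the delayed category and 43% for the normal category. In the simulated normal category 0 genes were called unperturbed, against 2790 in the real data, so that the simulation says little about that call. The permutation tests gave p under 0.05 in 2% to 6.25% of simulated data sets without a difference. The test of set membership was first run with fewer simulations, and their number was raised to 400 after the first rate had been seen.

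Alternatives set before the files arrived were genes of a mean RPKM of at least 1, 1 minus Pearson's correlation of log2(RPKM + 1), thinning of all libraries to the smallest, a pseudocount of 0.1, DESeq2, no filter on low counts, an adjusted p of 0.05, a margin of 1.5-fold, the replicate block, all strains in one fit, single time points, and each replicate left out. The genes to name were also chosen beforehand. They were every gene the paper names whose ID could be identified, and the 5 genes with the largest absolute log2 fold change among those past the threshold and changed in the same direction in every mutant sample against every wild-type sample, in *abcG19-* at 18 hours and among cell-type-enriched transcripts in *abcG6-* and *abcG18-* at 12 hours. Those without bearing on a sentence of the paper were not printed.

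Some rules were changed after a first look at the values. Any change of sign came to count as a reversal, and a difference from the paper came to require that it exceed the replicate standard deviation. The adjustment for the mutated genes covers 13 tests in place of the planned 35, since the files list genes by ID and the supplementary tables name only 13 of the mutated genes. The other 22, and *tagA*, were left out, as no gene name was guessed from its ID. Sporulation, cell sorting, quantitative PCR and gene ontology enrichment were not analysed here, because the files hold no data on them.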

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

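Groups of 4 to 10 samples were screened for a sample far from the others. In 8 groups tested there were 2 such samples, where chance alone flags about 1 group in 20. Among the 10 samples of the delayed mutants at 6 hours, the most distant one lay 0.0681 from the wild type. Among those at 18 hours, the smallest library held 1935250 counts, which is within the range of all samples. No explanation was tested for these 2 samples.

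The effect of a mutation differed between 12 and 18 hours in an interaction test in edgeR for 717 of 9536 genes in *abcG6-* (433 with a more positive effect at 18 hours and 284 with a more negative one), for 1916 of 9569 genes in *abcG18-* (1192 and 724) and for 40 of 10116 genes in *abcG19-* (11 and 29). Of these, 278, 487 and 21 were cell-type-enriched transcripts. The 12-hour changes of *abcG6-* followed the mean change of the other normally developing mutants from 6 to 12 hours with the opposite sign, with Pearson's r across the cell-type-enriched transcripts of -0.676. In *abcG18-* r was -0.792. Genes are not independent replicates, and no p is given. A candidate explanation is therefore a lag in developmental time at 12 hours. The 12-hour changes also followed the mean difference of the other normally developing mutants from the wild type at 12 hours, with r = 0.932 in *abcG6-* and 0.923 in *abcG18-*. That is what wild-type samples displaced at 12 hours would give, since all comparisons share them. A lag common to many mutants would give it too. With the mean of the other normally developing mutants in place of the wild type, the correlation with the change from 6 to 12 hours was -0.470 in *abcG6-* and -0.792 in *abcG18-*. Displaced wild-type samples do not enter that comparison and would not give these values, although the mean at 12 hours enters both sides of it, which pulls r toward negative values. It was not planned and had no prediction. A displacement of the wild type in addition to a lag is not excluded. Across the mutants the correlation of the change against the wild type with the change from 6 to 12 hours had a median of -0.616 (range -0.882 to 0.055), and 19 of the 29 normally developing mutants were at or below -0.5. In edgeR's test against the other normally developing mutants, also not planned, 0 genes changed in *abcG6-* at 12 and 18 hours, and 4 and 1 in *abcG18-*. That fit pools samples of different mutants, as does the normal category, where 43% of simulated 4-fold changes were found. The low numbers therefore do not show that these mutants are like the others.

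The paper gives the percent of altered cell-type-enriched transcripts for the mutants of its Figure 4 only. Among the other mutants it was above that of *abcG6-* and *abcG18-* in *abcG2-* (80.80%), *abcG22-* (78.39%), *abcG19-* (75.08%), *abcF2-* (69.28%), *abcG7-* (59.26%) and *abcC13-* (57.53%). All but *abcC13-* belong to the categories of delayed or no development. The remaining delayed mutant, *abcG10-*, was below *abcG6-* and *abcG18-*, at 39.2%. Library size was tested as a technical explanation. Across the 35 mutants the percent altered and the mean total counts had Spearman's rho of -0.252 (permutation p = 0.143, adjusted p = 0.253 over 2 relations) and Pearson's r of -0.205 (permutation p = 0.238), and without the 2 extremes r = -0.159 and rho = -0.219. The percent did not rise with depth. The lane of each library is not in the labels, so no values within lanes could be given, and sequencing batches were not tested. The spread between replicates of a mutant also limits the number of calls. A late progression of these mutants is a candidate explanation. The change of each against the wild type was correlated with the developmental change, as for *abcG6-* above. Pearson's r was -0.855 in *abcG2-*, -0.882 in *abcG22-*, -0.869 in *abcG19-*, -0.808 in *abcF2-*, -0.879 in *abcG7-* and -0.783 in *abcC13-*. These values go with a late progression. It was as low in *abcG10-* (-0.869), so r does not set these mutants apart. All share the same wild-type samples, whose displacement is not excluded.

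Comparing the 5 delayed mutants with the wild type gave 3982 differentially expressed genes at 12 hours and 3262 at 18 hours. Of 100 groups of 5 mutants that included the real one, 1 of 100 at 12 hours and 1 of 100 at 18 hours, the real one in each case, gave as many. The next largest numbers were 1018, from a group with 3 delayed mutants, and 74. The medians of the other groups were 1 and 2. A random choice of mutants does not give such numbers.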

How the results depend on the processing

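The alternatives were set before the processed files arrived, as were the tests and the rule for naming genes. Of 34 headline results, 12 were unchanged under every alternative. Of 703 recomputed values, 510 were the same, 63 weaker, 10 stronger, 107 moved and 13 reversed. Among the 77 results for single genes or transcripts, 368 values were the same, 63 weaker (all in fits that left out a replicate), 10 stronger, 39 moved and 12 reversed.

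The distance of *abcG19-* over the median of the other mutants, 3.68 over all time points and 1.42, 2.11, 4.33 and 8.06 at 0, 6, 12 and 18 hours, stayed above 1 in every setting. With genes of a mean RPKM of at least 1 it was 4.26 over all time points and 1.71, 4.55 and 10.05 at 0, 12 and 18 hours. With 1 minus Pearson's correlation it was 4.17, 1.59, 4.62 and 8.89 at the same times. Thinning to 236242 counts per sample gave 2.05 over all time points and 1.12, 1.31, 2.62 and 3.34 at 0, 6, 12 and 18 hours. Thinning adds sampling noise to every distance, which lowers the ratio. Leaving out either replicate gave 3.083 to 3.090 over all time points, 1.23 to 1.46 at 0 hours, 3.54 to 3.69 at 12 hours and 6.54 to 7.46 at 18 hours. The 6-hour difference between delayed and normal mutants was reversed without replicate 1 (0.00642) and was -0.00951 without replicate 2, and neither passed the test. The rank of the distance between *abcB4-* and *abcC13-* was 22 after thinning and 5 to 20 without a replicate. The number of mutants with a changed transcript of their own gene was 0 to 0 in the fits without a replicate, where the test cannot reach its threshold.

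For genes differentially expressed in the normal category, DESeq2 gave 0, 1, 1 and 1 genes and no filter on low counts gave 3, 6, 9 and 9 at 0, 6, 12 and 18 hours. An adjusted p under 0.05 gave 4 at 0 hours, the replicate block 1 at 12 hours, and leaving out a wild-type replicate 1 to 2 at 6 hours. In the delayed category at 6 hours DESeq2 gave 40, all strains in one fit 2 and an adjusted p under 0.05 gave 11. Leaving out a wild-type replicate gave 2146 to 2366 at 12 hours and 1142 to 1374 at 18 hours, where an adjusted p under 0.05 gave 5500. In *abcG19-* at 6 hours DESeq2 gave 856, the replicate block 744, one fit 30, an adjusted p under 0.05 gave 1585, and leaving out a replicate 0 to 127. At 12 hours one fit gave 3151 and leaving out a replicate 0 to 4319. At 18 hours leaving out a replicate gave 3127 to 6105. Fits with 1 sample in a group estimate the spread from the other group alone, and 1 fit of all strains takes one spread for all of them. The block fits of 2 against 2 samples keep 1 residual degree of freedom, so their numbers are uncertain. The stand-in for Gene set C had 0 genes with a 1.5-fold margin and 148 to 178 without a wild-type replicate.

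The percent of altered cell-type-enriched transcripts in *abcG6-* was 28.9 with all strains in one fit, 15.0 at 18 hours alone and 5.05 to 60.2 without a replicate. In *abcG18-* it was 4.14 at 18 hours alone and 2.03 to 56.0 without a replicate. The median of the other mutants was 35.3 with the replicate block, 56.6 at an adjusted p under 0.05, 14.9 in one fit, 3.24 at 18 hours alone and 11.4 to 18.9 without a replicate.

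All reversed values of single genes were changes near 0. With the replicate block the log2 fold change of *ecmB* in *abcG6-* at 18 hours was -0.00190. In fits without a replicate, the range was -0.504 to 0.480 for *ecmB* in *abcG6-* at 18 hours, -0.619 to 0.273 for *pspB* and -0.671 to 0.112 for *ecmA* in *abcG18-* at 18 hours, -0.439 to 0.0621 for *tagB*, -0.0520 to 0.399 for *tagC* and -0.111 to 0.332 for *acbA* in *abcG6-* at 12 hours, -0.199 to 0.270 for *acbA* in *abcG6-* at 18 hours and -0.316 to 0.0737 for *tagB* in *abcG18-* at 18 hours.

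Depth limited the thinned distances most, as 1 library of 236242 counts set the target for all. The wild-type time course could not be fitted with a replicate number left out at every time point, since no degrees of freedom would remain. For *abcC14-* at 18 hours, with 1 sample, there was neither a block nor a fit without that sample. These alternatives were not run.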

Differences from the paper's values

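The paper shows about 10% of prespore transcripts altered in *abcA4-* (Fig. 4, read by eye), against 3.04% here. Of the alternatives set before the files arrived, the replicate block (11.0%) and the fit without mutant replicate 2 (7.76%) were close enough not to count as different, and the others were not.

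For prestalk transcripts in *abcG5-* the paper shows about 12% (Fig. 4, read by eye), against 0% here. DESeq2 (8.30%), all strains in one fit (7.89%) and the fit without mutant replicate 1 came within 1.5-fold of the paper's value. The other alternatives did not.

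The paper shows about 37% of prespore transcripts altered in *abcG6-* (Fig. 4, read by eye), against 59.4% here. DESeq2 (49.9%), no filter on low counts (45.2%) and all strains in one fit (34.1%) came within 1.5-fold of the paper's value. The other alternatives did not.

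Gene set C holds 1,935 genes in the paper and 287 in the stand-in. None of the alternatives closed the gap, with 0 genes at a 1.5-fold margin, 329 without the filter on low counts, 305 with the replicate block, and 178 and 148 without either wild-type replicate.

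The paper places the start of the divergence of the delayed mutants from the wild type at 6 hours. Here the delayed mutants were no farther from the wild type than the normal mutants at 6 hours (difference -0.0028, permutation p = 0.71). In Table 3 the paper lists *abcC3-*, *abcG5-* and *abcG16-* as mutants without a relation between transcript peak and maximal deviation. Here the peak of *abcC3* fell at the time of the largest distance, 18 hours, and those of *abcG5* and *abcG16* came after it. For *abcC3* and *abcG16* the call is close. *abcC3* stood at 85 RPKM at 12 hours and 92 RPKM at 18 hours in the wild type. The distance of *abcC3-* was 0.0381 at 18 hours and 0.0377 at 6 hours. No time effect was detected for *abcG16* (edgeR adjusted p = 0.22). Fig. 4 marks *abcA3-*, *abcC2-* and *abcG17-* as not deviating most at 12 or 18 hours and *abcG5-* as doing so. By the distances here, the first group was farthest from the wild type at 12 hours (0.087, 0.046 and 0.054), and *abcG5-* at 6 hours (0.0378, against 0.0374 at 12 hours).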

Other observations

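The distance of the mutants to the wild type was largest at 12 hours, and 3 explanations were weighed. The predictions for the first and second were written after the result was seen. If small libraries were the reason, thinning all libraries to the same size would remove the difference. After thinning it was 0.0407 between 12 and 0 hours, 0.0175 between 12 and 6 hours and 0.0120 between 12 and 18 hours. The differences from 6 and 18 hours were smaller than before thinning (0.0232 and 0.0221). Library size alone is thus not the reason, but a part in it is not excluded. If only the wild-type samples were displaced at 12 hours, the distances among mutants would be no larger then, but their median at 12 hours was 1.38 times that of the next time point. A displacement of the wild type in addition is not excluded, as its mean distance to the normally developing mutants at 12 hours ranked 9 from the largest among 30 strains. The remaining explanation is that strains differ in developmental time. The main axis of variation between strains at 12 hours, with 53.5% of the variance, followed the mean change of the normally developing mutants from 6 to 12 hours with an absolute Pearson's r of 0.831 across genes, which are not independent replicates. That is consistent with differences in developmental timing, written here as a hypothesis, and sequencing batches could not be tested.

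At 0 hours growth rate was tested as an explanation for the differing distances, and the relation with the doubling time had a permutation p of 0.222 across 35 mutants.

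Some replicates were far apart. Those of *abcC6-* at 18 hours were 0.186 apart, and 1 of the libraries was the smallest of all. After thinning of all libraries to that size, the pair still ranked 1 from the farthest of 35 pairs, at 0.226 against a median of 0.138, so that library size alone is not the reason. For *abcF1-* at 6 hours the difference between replicates followed the mean change of the other normally developing mutants from 0 to 6 hours, with r = 0.699 across genes. For *abcC2-* at 12 hours it followed their mean change from 6 to 12 hours, with r = -0.670. Differences in developmental time between replicates may explain these. Of the 6 samples of these pairs, 3 were nearer to the mean profile of the other normally developing mutants at another time point than at their own. They were *abcC6-* replicate 2 at 18 hours (distance 0.123 to 6 hours against 0.194), *abcF1-* replicate 1 at 6 hours (0.0647 to 0 hours against 0.0871) and *abcC2-* replicate 2 at 12 hours (0.0586 to 6 hours against 0.0675). A mislabelled sample would give this, and so would a difference in developmental time. Of all 282 samples, 39 were nearest to another time point, namely 21 of delayed mutants, 6 of *abcG19-* and 12 of normally developing mutants.

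Gene set D was chosen by the paper from genes unperturbed in the normally developing mutants, so its low variability at 12 hours is partly built in. Whether its higher transcript abundance gives the low variability was tested by matching on mean RPKM, and the matched difference was 1.41 times the unmatched one. The higher abundance therefore does not account for the difference. Since the set was chosen for unperturbed genes, the matching cannot show what does.

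The paper remarks on the small effects of most mutations. As a hypothesis for these, whether transcripts of other *abc* genes were raised was tested for the 13 genes with a known ID, and 63 of 884 combinations of gene, mutant and time point (7.13%) were increased. Among random gene sets matched by abundance the median was 6.70%, and 54.76% of the sets were below the observed share. No excess was seen for these genes, and the other 22 were not tested.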
